# Arabidopsis microRNA expression regulation in a wide range of abiotic stress responses

**DOI:** 10.3389/fpls.2015.00410

**Published:** 2015-06-04

**Authors:** Maria Barciszewska-Pacak, Kaja Milanowska, Katarzyna Knop, Dawid Bielewicz, Przemyslaw Nuc, Patrycja Plewka, Andrzej M. Pacak, Franck Vazquez, Wojciech Karlowski, Artur Jarmolowski, Zofia Szweykowska-Kulinska

**Keywords:** miRNA, pri-miRNA, abiotic stress, gene expression

## Abstract

Arabidopsis microRNA expression regulation was studied in a wide array of abiotic stresses such as drought, heat, salinity, copper excess/deficiency, cadmium excess, and sulfur deficiency. A home-built RT-qPCR mirEX platform for the amplification of 289 Arabidopsis microRNA transcripts was used to study their response to abiotic stresses. Small RNA sequencing, Northern hybridization, and TaqMan® microRNA assays were performed to study the abundance of mature microRNAs. A broad response on the level of primary miRNAs (pri-miRNAs) was observed. However, stress response at the level of mature microRNAs was rather confined. The data presented show that in most instances, the level of a particular mature miRNA could not be predicted based on the level of its pri-miRNA. This points to an essential role of posttranscriptional regulation of microRNA expression. New Arabidopsis microRNAs responsive to abiotic stresses were discovered. Four microRNAs: miR319a/b, miR319b.2, and miR400 have been found to be responsive to several abiotic stresses and thus can be regarded as general stress-responsive microRNA species.

## Introduction

Plants are constantly challenged by a complex array of environmental stresses that require their fast and proper response in order to adapt and survive. The main abiotic stresses that affect plants and crops in the field include drought, salinity, heat, cold, chilling, freezing, nutrient, high light intensity, ozone (O_3_), and anaerobic stresses (Suzuki et al., 2014). Morphological and physiological adaptations to abiotic stresses require complex rearrangements of gene expression networks controlled at the transcriptional and posttranscriptional level. Recent studies have shown a crucial regulatory role of microRNAs in plant response to environmental cues. Many different microRNAs have been found to be responsive to various abiotic stresses in different plant species of economic importance like rice, barley, wheat, sugarcane, legumes, tomato, potato and in many other species (Kruszka et al., 2012, 2014; Carnavale Bottino et al., 2013; Pieczynski et al., 2013; Cao et al., 2014; Naya et al., 2014; Pandey et al., 2014; Guerra et al., 2015; Nigam et al., 2015; Zhang, 2015). MicroRNAs act at the posttranscriptional level and guide target mRNA cleavage or translation inhibition (Bartel, 2004; Brodersen et al., 2008; Beauclair et al., 2010). Thus, they are general negative regulators of gene expression. The microRNA genes are transcribed by RNA polymerase II (Pol II) (Rogers and Chen, 2013). Bioinformatic tools identified abiotic response elements in the promoter region of many microRNA genes. Abiotic response elements were found using bioinformatic tools in the promoter region of many microRNA genes. This suggests transcriptional regulation of at least some microRNA genes (Higo et al., 1999; Megraw et al., 2006; Zhao et al., 2013). Primary miRNA transcripts (pri-miRNAs) form a characteristic stem and loop structure in which microRNA and its cognate so called, microRNA star (^*^) are embedded. The microRNA and microRNA^*^ duplex is excised from the hairpin by the action of a microprocessor complex in which DICER-LIKE 1 protein (DCL1) plays the most important role. The majority of plant pri-miRNAs represents independent transcriptional units harboring multiple introns (Rogers and Chen, 2013; Szweykowska-Kulińska et al., 2013). These transcripts undergo extensive posttranscriptional maturation processes like splicing, alternative splicing, and alternative polyadenylation site selection. Currently, the reports showing the importance of the posttranscriptional regulation of microRNA biogenesis are indeed accumulating (Bielewicz et al., 2012; Yan et al., 2012; Jia and Rock, 2013). The efficiency of the conversion of a pri-miRNA to a pre-miRNA stem-loop structure and of further steps that lead to the production of mature microRNAs can also be regulated and dependent on the level of proteins involved in microRNA biogenesis (Vazquez et al., 2004; Kurihara et al., 2006; Dong et al., 2008; Laubinger et al., 2008; Manavella et al., 2012; Ren et al., 2012; Zhan et al., 2012; Kruszka et al., 2013; Rogers and Chen, 2013; Wang et al., 2013). Altogether these data suggest that microRNA level can be regulated transcriptionally as well as posttranscriptionally. The aim of this study was to reveal if a correlation exists between the levels of pri-miRNAs and miRNAs upon stress application. In this paper we show that the level of a particular pri-miRNA is not predictive for the level of its cognate microRNA.

The number of newly discovered Arabidopsis miRNAs is continually growing. For example, miRBase release 18 contained 291 known microRNAs for *A. thaliana* while the miRBase release 21 contained 427 microRNAs (Griffiths-Jones, 2004; Kozomara and Griffiths-Jones, 2014). Many of these recently discovered new microRNAs were not tested for their responsiveness to environmental changes. Thus, the relationship between Arabidopsis miRNA expression and stress response is still an attractive area to be explored. As a result of this study, multiple new stress-responsive microRNAs were identified.

The performed studies also enabled the identification of Arabidopsis multi-stress responsive microRNAs. We found miR319a/b, miR319b.2, and miR400 as multiple stress-responsive microRNAs. This would suggest a complex regulatory network involved in controlling the level of the same microRNA under different abiotic stresses.

## Materials and methods

### Plant material and growth conditions

*Arabidopsis thaliana* (L.) Heynh, Col-0 wild type plants and homozygous line Δ*miR319b* (SALK_037093) (Sobkowiak et al., 2012) were used in the experiments. The wild type plants were grown after stratification at 16 h/8 h day/night cycles at 22°C on 0.8% agar ½MS plates for the following abiotic stress conditions: 250 mM NaCl excess, 10 μM Cu excess, 10 μM Cd excess, Cu deficiency, and S deficiency (Figure S1A, upper panel). The stresses were applied for 14-day old seedlings in ½MS liquid medium for 24 h. For heat stress, different sets of plates containing 14-day old seedlings were transferred into 37°C condition for 0.5 and 6 h. For salinity, Cu excess and Cd excess stress inductions up to 250 mM NaCl, 10 μM CuSO_4_ and 10 μM CdSO_4_ were added to ½MS liquid media, respectively (Figure S1A, upper panel). For Cu and S deficiency stresses, 0.1 μM CuSO_4_^*^5H_2_O was eliminated and all sulfates were replaced by equivalent chloride salts, respectively. For the progressive drought experiment, after stratification *Arabidopsis thaliana* (L.) Heynh, Col-0 wild type plants were grown at 16 h, 22°C/8 h, 15°C day/night cycles in 70% SWC (soil water content) soil in a MTPS 144 (Conviron, Winnipeg, Canada) controlled environment at 50–60% relative humidity and 200 μmol· m^−2^·s^−1^ light intensity (Figure S1A, lower panel). The stress was applied at 1.10 growth stage (Boyes et al., 2001) by water withholding, and continued until the soil moisture level reached 30% SWC (3 days before wilting) and 20% SWC (wilting), both for three different plant batches. The experiment was monitored by the leaf relative water content (RWC) measurements (Weatherly, 1951). All stress experiments were done in three biological replicates.

### RNA isolation

For quantitative real-time PCR analyses, including TaqMan® miRNA assays (ABI, Life Technologies, USA), total RNA was isolated from 100 mg of 15-day old seedlings and 1.13 growth stage (Boyes et al., 2001) plant leaves using TRIzol Reagent (Invitrogen, Karlsruhe, Germany) and Direct-zol™ RNA MiniPrep Kit (ZymoResearch Corp., USA). RNA concentration measurements, RNA integrity determination, and DNA contamination removal were done as previously described (Szarzynska et al., 2009). For Northern blot analyses, 20 μg of total RNA and 60 μg of total RNA were used for the detection of ath-miRNA319 and b.2, respectively. Total RNA was isolated from 100 mg of 15-day old seedlings and 1.13 growth stage (Boyes et al., 2001) plant leaves using TRIzol Reagent (Invitrogen, Karlsruhe, Germany) and subsequent double chloroform extractions and isopropanol precipitation as previously described (Kruszka et al., 2013). For small RNA NGS analyses, total RNA enriched with small RNA was isolated from 100 mg of 15-day old seedlings and 1.13 growth stage (Boyes et al., 2001) plant leaves using a protocol as previously described (Kruszka et al., 2013). NGS dedicated RNA was verified with regard to its concentration and integrity using Agilent RNA 6000 Nano Kit (Agilent Technologies, Inc., Waldbronn, Germany).

### Northern blot analyses

RNA electrophoresis, blot transfer, and hybridization were performed as previously reported (Kruszka et al., 2013). All hybridizations were performed in three biological repetitions. DNA oligo probes [γ-^32^P] ATP labeling, loading control usage, blots exposition, scanning, and quantification were done as previously described (Kruszka et al., 2014). Oligonucleotide DNA probes, listed in Supplementary data Table S1, were complementary to particular *Arabidopsis thaliana* mature miRNAs. A probe complementary to U6 snRNA was used as a loading control (Szarzynska et al., 2009).

### Quantitative real-time PCR profiling of pri-miRNAs, miRNAs, and stress marker mRNAs

Three microgram of DNA-free RNA was used for real-time PCR analysis carried out as described in (Kruszka et al., 2013). All measurements were carried out in three biological replicates. The efficiency of cDNA synthesis was assessed by qPCR amplification of GAPDH (At1g13440) 5′ and 3′ cDNA fragments. For qPCR analysis, cDNA was diluted four times to total volume of 1 μl. Ct values for all miRNA primary transcripts and other transcript cDNAs were normalized to the GAPDH3′cDNA fragment Ct value. The stress application was confirmed by the amplification of a given stress marker mRNAs. Figure S1B shows the induction or downregulation of the marker mRNAs. For TaqMan® miRNA assays (ABI, Life Technologies, USA), 10 ng of DNA-free RNA was used for each reverse transcription reaction performed using TaqMan® MicroRNA Reverse Transcription Kit (ABI, Life Technologies, USA) according to the manufacturer's protocol. The TaqMan® miRNA assays were performed using TaqMan® Universal PCR Master Mix II, with UNG (ABI, Life Technologies, USA) according to the manufacturer's protocol. Figure S2 shows the increased or decreased levels of particular miRNAs measured using TaqMan® miRNA assays (ABI, Life Technologies, USA) and the expression up- or downregulations of the respective pri-miRNAs determined by modified mirEX qPCR platform (Bielewicz et al., 2012, http://comgen.pl/mirex2/). The primers for pri-miRNAs qPCR can be found at www.comgen.pl/mirex2/ website. The list of qPCR primers for stress marker genes and TaqMan® miRNA assay probes can be found in the Supplementary data Table S1.

### 5′RACE experiments

5′RACE experiments were performed using SMARTer RACE cDNA Amplification Kit (Clontech, Mountain View, CA, USA) according to the manufacturer's protocol. All primers used in the experiments are listed in Table S1 (Supplementary data). PCR reactions, cloning and sequencing of 5′RACE products were done as previously reported in (Kruszka et al., 2013).

### Small RNA sequencing and bioinformatic analyses

*Arabidopsis thaliana* total RNA enriched with small RNA and isolated from stress conditioned plants was used for small RNA library generation and sequencing by Illumina HiSeq 2000 system (Illumina Inc., San Diego, CA, USA), performed by BGI Tech Solutions, Hongkong, Co., Limited. All small RNA sequencing reactions were carried out in three biological replicates. Table 1 shows read numbers obtained for small RNA sequencing samples used in our studies.

**Table 1:** **Read numbers summary for small RNA sequencing of stress samples**.

**Sample name**	**Arabidopsis Col-0 growth stage**	**Stress samples (each in triplicate)**	**Sum of number of reads for triplicate**	**Sum of number of reads mapped to genome for triplicate**	**% of reads mapped to genome**	**Sum of number of reads mapped to mirBase for triplicate**	**Average number of identified miRNAs in each triplicate**
C30	27 days old adult plants	Control for 30%SWC drought	31523627	29683421	94.16245	10521274	310
D30	27 days old adult plants	30%SWC drought	32029415	31098843	97.09463	9615205	315
C20	30 days old adult plants	Control for 20%SWC drought	32043396	30485933	95.13952	9590740	305
D20	30 days old adult plants	20%SWC drought	31825087	30994515	97.3902	8669427	308
H 0	15 days old seedlings	Control for heat stresses	31860029	30697515	96.35118	14056686	322
H 0.5	15 days old seedlings	0.5 h heat (37°C)	31703864	30999560	97.77849	14624263	313
H 6	15 days old seedlings	6 h heat (37°C)	31422415	30277919	96.35771	13663612	307
C	15 days old seedlings	Control for NaCl excess, Cu deficiency, Cu excess, Cd excess, sulfur deficiency stresses	31974880	31552714	98.67969	12455085	319
NaCl+	15 days old seedlings	24 h NaCl [250 mM] excess	31202256	30834070	98.82	4115278	299
Cu−	15 days old seedlings	24 h copper deficiency	31652107	31314891	98.93462	13426107	320
Cu+	15 days old seedlings	24 h copper [10 μM] excess	31453075	31075237	98.79872	13059369	325
Cd+	15 days old seedlings	24 h cadmium [10 μM] excess	31176242	30668394	98.37104	11940906	311
S−	15 days old seedlings	24 h sulfur deficiency	31662380	31250642	98.6996	12717241	322

Each sample was mapped first to *A. thaliana* genome using Bowtie program to check if obtained reads were derived from the plant studied. The mapping quality was 97–98% for each sample (Langmead et al., 2009). Afterwards the reads were mapped to mature miRNA sequences obtained from miRBase (release 21) as described below. For each sample and each replicate roughly 300 miRNAs (from 290 for 3rd replicate in NaCl excess stress to 330 in 2nd replicate from 24 h sulfur deficiency stress) were identified.

The reads obtained from the small RNA next generation sequencing (NGS) were mapped to all mature *Arabidopsis thaliana* miRNAs found in miRBase (release 21) (Kozomara and Griffiths-Jones, 2014) additionally supplemented with four sequences not deposited in miRBase (miR319a.2, miR319b.2, miR319c.2, and miR163.2) (Sobkowiak et al., 2012; Jeong et al., 2013) using script countreads_mirna.pl from the analysis package described herein (Eminaga et al., 2013). The Perl script first eliminates the sequences shorter than 17 nucleotides and then aligns the sequences to reference mature miRNA sequences. To maximize read counts and to incorporate reads representing putative isomiRs, an unmatched, full length sequence is trimmed at both ends before another matching attempt (Eminaga et al., 2013). The script was applied to each fastq file for every biological replicate from every condition. Afterwards another script from the same analysis package (cmp_mirna.pl) was used to normalize read counts by dividing the total counts for each particular miRNA by the total counts of the sample and multiplying by 10^6^ (counts per million). The triplicate measurements were averaged. Subsequently, an in house—generated python script was used to calculate fold change and *p*-value between every condition and its control. *P*-value was calculated with f_oneway function from Python scipy.stats (version 0.15.1) module that performs a One-Way Anova test using data for every replicate from the given condition and every replicate from the control (to include standard deviation). The described method has been chosen instead of using standard analysis with the usage of R-package DESeq (Anders and Huber (2010) as this method gave more reliable results confirmed by Northern hybridization than the procedure based on R. The data used in this study have been deposited under NCBI GEO accession GSE66599. Target prediction was previously performed in (Sobkowiak et al., 2012).

## Results

### Abiotic stress regulation of *Arabidopsis thaliana* microtranscriptome

A high throughput real-time PCR platform, mirEX (modified mirEX platform, Bielewicz et al., 2012, http://comgen.pl/mirex2/) was applied to discriminate between 289 individually known primary miRNA precursors (pri-miRNAs) and to reliably analyze their individual expression patterns under different abiotic stress conditions. Table S2 presents the RT-qPCR data of all pri-miRNAs studied. 

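The drought experiment compared rosette leaves of watered plants (C30 and C20) with leaves of plants dried to mild (D30) or severe (D20) drought, with 3 biological replicates, and so 3 small RNA libraries, per condition. The sample labels call the 2 levels 30% and 20% of field capacity, while the paper writes 30% and 20% soil water content. The authors sequenced every library to 10264135 to 10741289 reads, of which 91.9 to 97.8% mapped to the genome, and counted reads of at least 17 nucleotides that matched a mature miRNA of miRBase 21, directly or after trimming at both ends. The counts summed to 2643250 to 4042255 miRNA reads per library, with group medians of 3240150 (C30), 3127259 (D30), 3238443 (C20) and 2863438 (D20). Names that share a sequence carry the same reads, so 431 names became 353 sequences of 19 to 24 nucleotides, and each is printed here with all its names, such as miR398b-5p,c-5p. From the deposited counts, sequences too low for a test were removed with edgeR's filterByExpr (minimum count 10), libraries were scaled by TMM, and stress was compared with its own control by edgeR's quasi-likelihood F test. Each p was adjusted over the tested sequences of 1 comparison by the Benjamini-Hochberg method, an adjusted p under 0.05 counted as a call, and log2 fold changes are given with standard errors (SE). The values labelled CPM are the deposited counts scaled to the sum of miRNA reads of a library, with the standard deviation after the ± sign (n = 3). All scalings assume that most miRNAs are unchanged or that a total is unchanged. Scaling by total miRNA counts moved the median log2 fold change by 0.12 for D30 and by 0.26 for D20, and scaling by genome-mapped reads moved it by 0.10 for D20. Reads cannot be traced to 1 of several loci that encode the same mature sequence.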

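Heat was applied to 15-day-old seedlings at 37 °C, and the 3 libraries of untreated seedlings (H0) served as the control of both the 0.5 h (H0.5) and the 6 h (H6) libraries. The 2 heat comparisons share that control, so its sampling error enters both. These 9 libraries held 10324141 to 10677414 reads, 92.6 to 98.4% of them mapped, and 4036214 to 5036688 miRNA reads (group medians 4667829, 4916085 and 4590710 for H0, H0.5 and H6). The deposited counts were filtered, scaled and tested as for drought. At 0.5 h the median log2 fold change moved by -0.18 with RLE scaling, by -0.40 with total miRNA counts and by -0.36 with genome-mapped reads. At 6 h the last 2 scalings moved it by -0.22 and -0.25. In counts simulated with the same depth and the spread estimated over all 9 libraries, the test found 10.0% of 2-fold and 69.5% of 4-fold changes at 6 h, and 12.0% and 74.0% at 0.5 h.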

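Seedlings were kept for 24 h in medium with 250 mM NaCl (NaCl+), without copper (Cu-), with 10 µM excess copper (Cu+), with 10 µM cadmium (Cd+) or without sulfur (S-), and 3 control libraries (C) were shared by all 5 treatments. An unusual control library therefore moves 5 comparisons at once. The 18 libraries had 10238448 to 10728612 reads, 97.9 to 99.1% of them mapped. Their miRNA reads numbered 1018693 to 4765241, with medians of 4243043 (C), 1362595 (NaCl+), 4440243 (Cu-), 4327057 (Cu+), 4278159 (Cd+) and 4324063 (S-). Under salinity the same sequencing depth thus gave fewer miRNA reads, and a log2 fold change there compares a miRNA with the other miRNAs, not with the whole RNA. With total miRNA counts as the scaling, the median log2 fold change under salinity moved by 0.13, and with genome-mapped reads by -1.44. For Cu- the scaling by total miRNA counts moved it by -0.12. Values for salinity by genome-mapped reads are therefore printed beside many, though not all, of those by TMM.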

Total RNA isolated from plants subjected to various abiotic stresses was also analyzed with regard to mature miRNA level utilizing small RNA NGS approach (Figure 1). The abundance of the selected microRNAs was tested using Northern hybridization (for detailed data see Tables S2, S3 and Figures 2, 3) as well as TaqMan® miRNA assays (ABI, Life Technologies, USA) (Figure S2).

**Figure 1:**
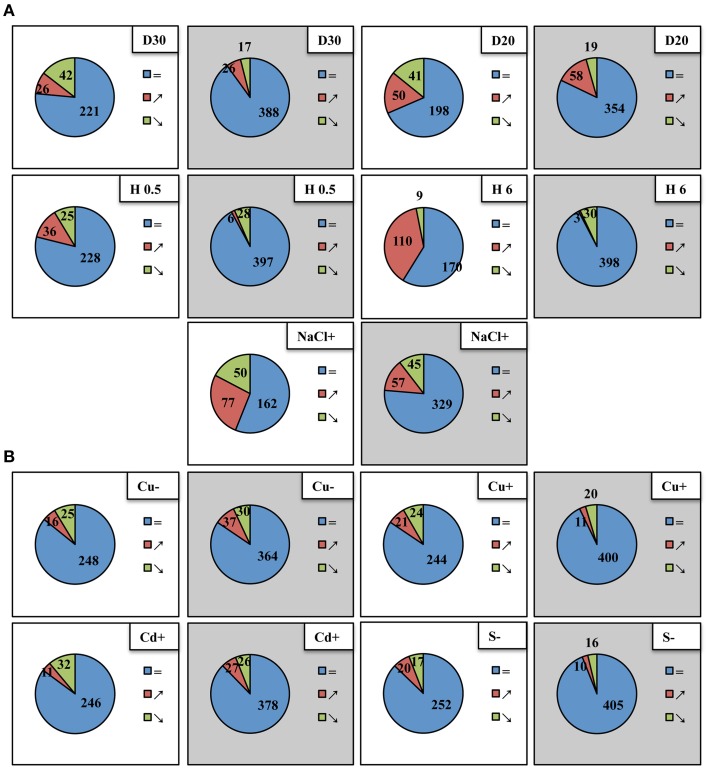
**Differential expression of** ***Arabidopsis thaliana*** **pri-miRNAs (white background) and mature miRNAs (gray background) under different abiotic stress conditions**. Blue, red, and green colors indicate pri-miRNAs and mature miRNAs unchanged, upregulated and downregulated, respectively. **(A)** Upper panel depicts 30%SWC and 20%SWC drought stress (D30 and D20, respectively), middle panel shows half an hour and 6 h heat stress (H 0.5; H 6), lower panel shows 250 mM salinity (NaCl+), **(B)** upper panel presents copper deficiency (Cu−) and 10 μM copper excess (Cu+), lower panel depicts 10 μM cadmium excess (Cd+) and sulfur deficiency (S−). The fold change-based numbers of up- and downregulated pri-miRNAs and mature miRNAs shown in Venn diagrams were suggested by a two-tailed Student *t* test (*p* ≤ 0.05) for pri-miRNA RT-qPCR analyses (modified mirEX high throughput real-time PCR platform, Bielewicz et al., 2012, http://comgen.pl/mirex2/) and a One-Way Anova test (*p* ≤ 0.05) for mature miRNA analyses by small RNA NGS, respectively.

**Figure 2:**
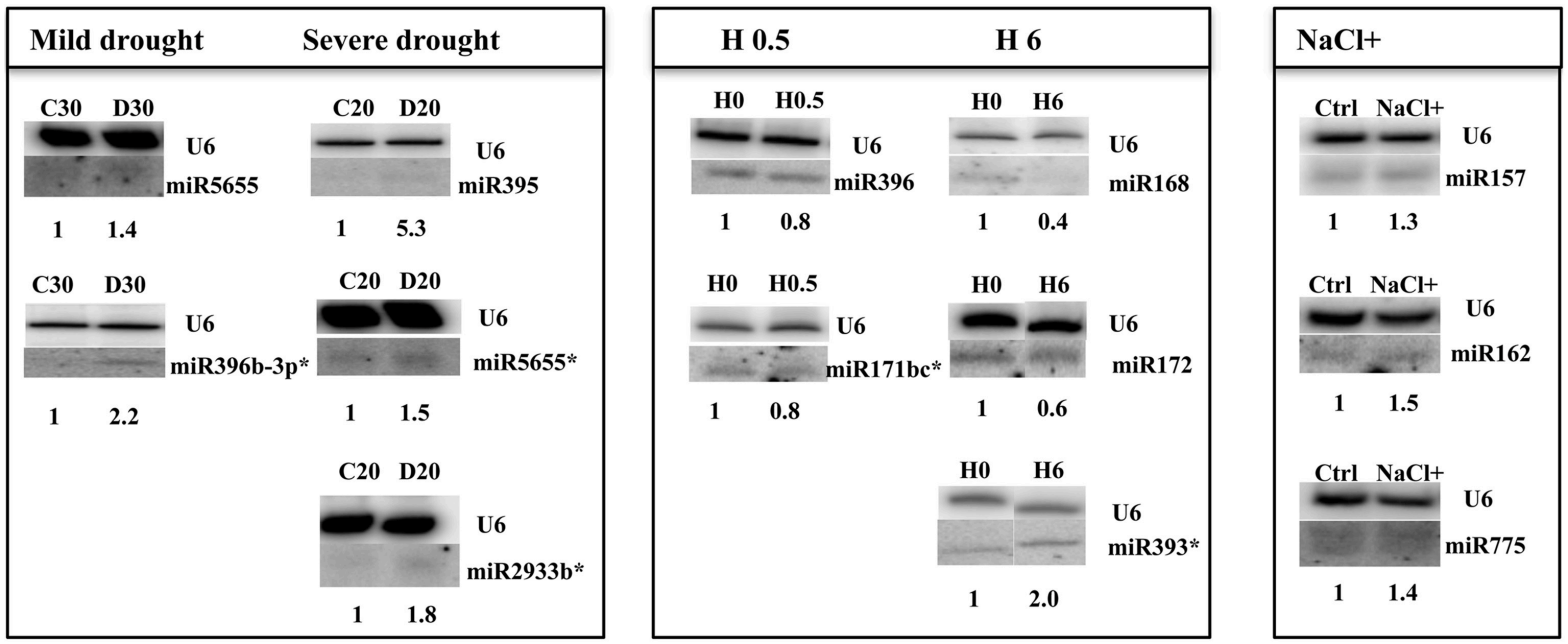
***Arabidopsis thaliana*** **miRNAs revealed by Northern hybridization as affected under 30%SWC mild drought, 20%SWC severe drought, 0.5 h heat, 6 h heat, and salinity stress conditions**. Only new stress responsive miRNAs unknown until now are shown. The white lines separate signals from miRNAs and U6snRNA loading control probed on the same blots. H 0 and H 6 samples were run on the same gel but not next to each other as indicated by the white separating lines between all signals probed. The star marks NGS revealed miRNAs with no statistic significance and the maintained tendency of expression level change as seen in Northern hybridization. Symbols representing various stresses are marked as described in the Figure 1.

**Figure 3:**
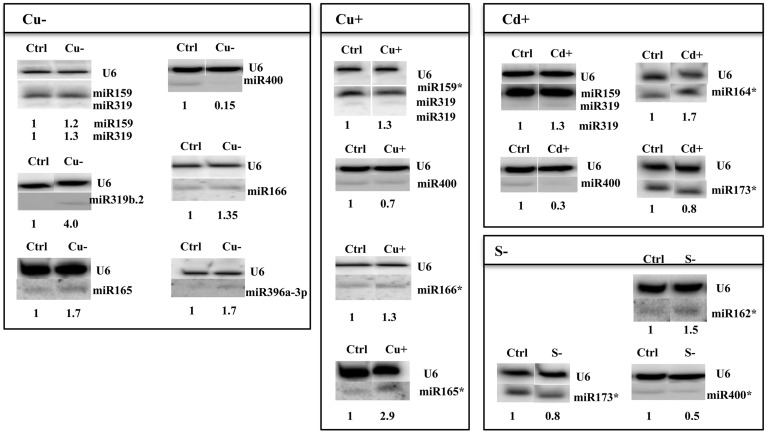
***Arabidopsis thaliana*** **miRNAs revealed by Northern hybridization as affected under copper deficiency, copper excess, cadmium excess, and sulfur deficiency stress conditions**. Only new stress responsive miRNAs unknown until now are shown. The white lines separate signals from miRNAs and U6snRNA loading control probed on the same blots. Control (Ctrl) and stress (Cu−, Cu+, Cd+, S−) samples were run on the same gel but not next to each other as indicated by the white separating lines between all signals probed. The star marks NGS revealed miRNAs with no statistic significance and the maintained tendency of expression level change as seen in Northern hybridization. Symbols representing various stresses are marked as described in the Figure 1.

#### *Arabidopsis thaliana* pri-miRNAs and mature miRNAs expression under different abiotic stress conditions

From the array of abiotic stresses studied, a broad transcriptional response of pri-miRNAs was clearly visible for common climate change related stresses, like drought, heat, and salinity (Figure 1A). Approximately, the same number of downregulated pri-miRNAs as well as mature miRNAs was observed under mild and severe drought. However, under severe drought conditions, the number of upregulated pri-miRNAs and mature miRNAs doubled in comparison to the mild drought conditions. 

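The 3 small RNAs of the second miR319 duplexes, which come from the same hairpins as miR319 and lie next to it, all fell under severe drought. On the log2 scale miR319b.2 (chromosome 5, 16660513 to 16660533 of TAIR10.1) fell by 1.00 (SE 0.17, adjusted p = 0.00825) by edgeR's quasi-likelihood test, from 615 ± 86.6 to 370.0 ± 32.7 CPM. miR319a.2 changed by -1.36 (SE 0.20, adjusted p = 0.00453) and miR319c.2 by -1.50 (SE 0.30, adjusted p = 0.0123). As a set the 3 gave camera adjusted p = 0.00628 with a fixed correlation and adjusted p = 0.47 with an estimated correlation, and all 3 remained called when adjusted over the list alone. By the same test 2 strands of hairpins linked to trans-acting siRNAs were lower as well. They were miR390a-5p,b-5p, the trigger on TAS3, which fell by 0.86 (SE 0.15, adjusted p = 0.00895), and miR173-3p, the partner strand of the TAS1 and TAS2 trigger, which fell by 1.04 (SE 0.20, adjusted p = 0.0123). The TAS1 and TAS2 trigger itself, miR173-5p, was not called. Of 4 tested small RNAs of the miR173 and miR390 precursors, 2 fell (3 adjusted over the list alone; camera adjusted p = 0.165 with a fixed correlation and adjusted p = 0.53 with an estimated correlation). Under mild drought 0 of 166 tested miRNAs fell by edgeR, against 18 of 167 under severe drought, a number that dropped to 2 without D20 replicate 2 and to 2 without D20 replicate 3. At an unadjusted p under 0.05, 11 were lower in mild drought, and the one-way F test on CPM and DESeq2 placed 11 and 2 lower. Closest to a call was miR164c-5p, which guides cleavage of NAC transcripts, at -1.01 (SE 0.23, adjusted p = 0.0739). edgeR's test no longer called miR319a.2 without D20 replicate 2 (adjusted p = 0.0541), miR319b.2 without D20 replicate 2 (adjusted p = 0.0637), miR319c.2 without D20 replicates 2 or 3 (adjusted p up to 0.0656), miR390a-5p,b-5p without D20 replicates 2 or 3 (adjusted p up to 0.0637) and miR173-3p without C20 replicate 3 or D20 replicates 2 or 3 (adjusted p up to 0.0991). In mild drought miR164c-5p was called with DESeq2 and no read filter (adjusted p as low as 0.00722) and without C30 replicate 2 (-1.26, adjusted p = 0.0036).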

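Under mild drought edgeR called 1 rise, that of miR398b-5p,c-5p, which shares its hairpins with the copper-responsive miR398b-3p,c-3p and had the more reads of the 2 strands here, from 57.6 ± 15.2 to 177 ± 43.3 CPM. Its log2 fold change was 1.49 (SE 0.21, adjusted p = 0.00232) by edgeR's quasi-likelihood test. DESeq2 called 2 rises, the one-way F test on CPM 17, and edgeR 3 without C30 replicate 2. The copper-response miRNAs miR397, miR398, miR408 and miR857, which target copper proteins, ranked higher than other miRNAs in mild drought with a fixed correlation only, with 5 of 8 above 0 and 1 called, 3 adjusted over the list alone (camera adjusted p = 0.00395 with a fixed correlation and adjusted p = 0.667 with an estimated correlation). In severe drought 3 of 8 rose (4 adjusted over the list alone; camera adjusted p = 0.00628 with a fixed correlation and adjusted p = 0.53 with an estimated correlation). There miR408-3p (chromosome 2, 19319933 to 19319953 of TAIR10.1), which targets plantacyanin and laccases, rose by 1.77 (SE 0.23, adjusted p = 0.00453) from 311 ± 63.6 to 1270 ± 316 CPM, and miR408-5p by 1.25 (SE 0.17, adjusted p = 0.00453). In all, 1 miRNA rose in mild and 15 in severe drought. The 2 drought levels had separate controls, so a miRNA called in 1 of them is not by that alone different between them. Adjusted p passed 0.05 for miR398b-5p,c-5p (D30) without D30 replicates 1 or 3 (adjusted p up to 0.18) and with a joint fit of all libraries (adjusted p = 0.0667). miR408-3p (D20) and miR408-5p (D20) remained called whichever library was left out.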

For heat stress experiments the most profound upregulation of pri-miRNAs was observed after 6 h of heat duration. 

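After 0.5 h of heat 2 miRNAs rose, miR156h and miR156f-3p, both from the family that represses SPL transcription factors. Another split of the same 6 libraries called 9, so the count of 2 does not stand out from chance. Across the family 2 of 12 tested miR156 and miR157 sequences rose, 6 adjusted over the list alone, with camera adjusted p = 1.84e-08 with a fixed correlation and adjusted p = 0.0483 with an estimated correlation. Of 164 set results over the 9 comparisons only this 1 passed 0.05 with an estimated correlation. After 6 h 9 of 162 fell, among them miR160a-3p, which fell by 2.96 (SE 0.60, adjusted p = 0.029) from 573 ± 338 to 64.6 ± 31.5 CPM, and 2 rose. miR171b-5p, from the precursor of a regulator of HAM transcription factors, fell by 1.83 (SE 0.28, adjusted p = 0.009), and miR861-5p (chromosome 3, 17838223 to 17838243 of TAIR10.1) fell by 2.79 (SE 0.64, adjusted p = 0.0444), all by edgeR's quasi-likelihood test. At 0.5 h edgeR called 0 lower, while 5 were lower at an unadjusted p under 0.05, 25 by the one-way F test on CPM and 4 by DESeq2. With total miRNA counts or genome-mapped reads as the scaling, the 0.5 h calls were 2 higher and 1 lower, and the 6 h calls with genome-mapped reads 1 and 11. A fit that took the 6 h and H0 replicates as paired by number called 19 (6 higher, 13 lower). That pairing was read from these counts and is not given by the labels. Among the added calls were miR168a-3p at -1.52 (adjusted p = 1.72e-05), miR398b-5p,c-5p at -1.68 (adjusted p = 0.000302), miR472-5p at -1.11 (adjusted p = 0.00259) and miR394a,b-5p at 1.56 (adjusted p = 0.00104). Without H6 replicate 3 the 6 h count was 0, and without H0 replicate 2 the 0.5 h count was 5. Changing a setting or omitting a library ended the calls of miR160a-3p in 5 of 6 fits without 1 library (adjusted p up to 0.156), miR171b-5p without H0 replicate 1 or H6 replicate 3 (adjusted p up to 0.0574) and miR861-5p in 4 of 6 fits without 1 library (adjusted p up to 0.13).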

Surprisingly, the number of mature microRNAs that were up- or downregulated in two time points of heat stress was rather low (Figure 1A). Under salinity stress condition, expression changes were found in nearly half of the pri-miRNAs analyzed while only one fourth of the mature microRNAs were affected (Figure 1A). 

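Salinity raised all 4 small RNAs of the miR396 precursors, a family that represses growth-regulating factors. Relative to all miRNA reads, miR396a-5p (chromosome 2, 4142443 to 4142463 of TAIR10.1) rose from 119 ± 14.2 to 1391 ± 648 CPM, a log2 fold change of 3.48 (SE 0.41, adjusted p = 3.8e-05) by edgeR's quasi-likelihood test, miR396a-3p rose by 1.78 (SE 0.30, adjusted p = 0.000749) and miR396b-3p by 1.53 (SE 0.29, adjusted p = 0.00149). As a set they gave camera adjusted p = 0.00472 with a fixed correlation and adjusted p = 0.48 with an estimated correlation, and scaled by genome-mapped reads these 3 changed by 1.98, 0.30 and 0.06 and only 1 of the 4 was called. Of 156 tested miRNAs 52 were called, 32 higher and 20 lower, against 6 and 111 by genome-mapped reads. The whole miRNA class took a smaller share of the mapped reads, 13.3% ± 3.45 under salinity against 39.5% ± 2.29 (SD, n = 3), with an exact permutation p of 0.1, the smallest possible with 3 against 3. Copper excess also separated from the control without overlap, at 42% ± 0.715, and the exact p of the other 7 comparisons lay between 0.2 and 1.0. Of all tested miRNAs 77 did not overlap between control and stress in CPM, a pattern that chance gives to 10% of miRNAs. No single omission ended the calls of miR396a-5p, miR396a-3p and miR396b-3p.

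**Figure D1:**
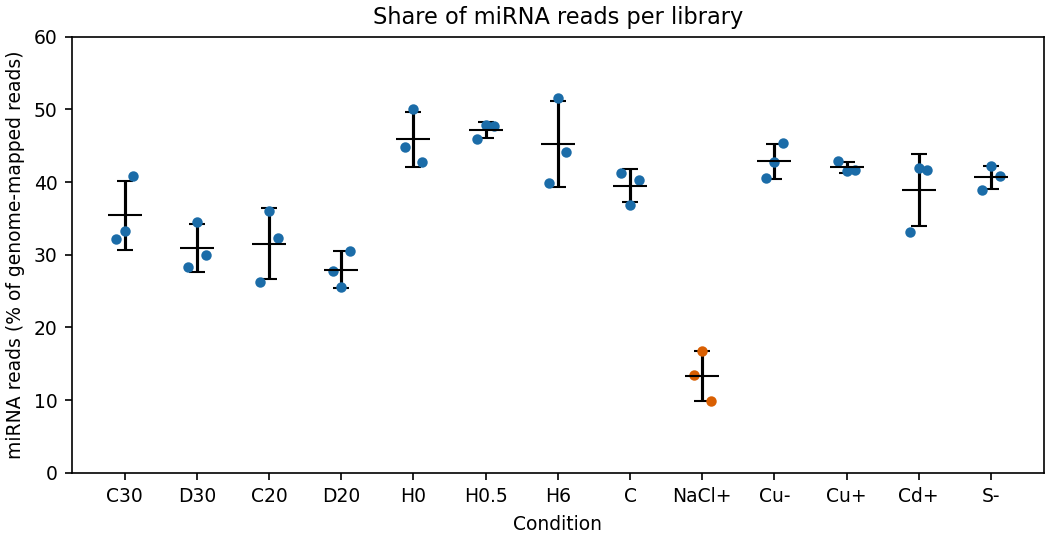
Share of miRNA reads among genome-mapped reads in each of the 39 libraries, with mean ± SD per condition (n = 3); salinity in orange.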

The transcriptional response of pri-miRNAs to the copper, cadmium and sulfur stresses applied was quite limited compared to the stresses mentioned above (Figure 1B). The number of mature miRNAs responding to sulfur deficiency and copper excess was lower than the number of pri-miRNAs responsive to these stresses. 

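Copper excess raised 2 miRNAs, miR843 and miR319a,b, and sulfur deficiency changed 0. miR843 (chromosome 3, 17742147 to 17742167 of TAIR10.1) rose from 211 ± 18.5 to 406 ± 58.1 CPM, a log2 fold change of 0.99 (SE 0.14, adjusted p = 0.0236) by edgeR's quasi-likelihood test among 161 tested. The set of miR159 and miR319, which repress GAMYB-like and TCP transcription factors, had 1 of 3 risen under copper excess and 3 adjusted over the list alone, with camera adjusted p = 8.15e-05 with a fixed correlation and adjusted p = 0.471 with an estimated correlation. The authors' RT-qPCR table, at their p of 0.05 or less, gives 21 pri-miRNAs up and 24 down under copper excess and 19 up and 16 down under sulfur deficiency. By the one-way F test on CPM 23 and 15 mature sequences changed. Both copper calls ended with total miRNA counts as the scaling (adjusted p = 0.0546 for miR843). They also ended in a fit that took Cu+ and C replicates as paired by number (adjusted p = 0.0552 for miR843). That pairing was read from these counts and is not given by the labels. The count of 2 became 0 without C replicate 1 or 3 or Cu+ replicate 3.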

On the contrary, upon copper deficiency and cadmium excess the number of responsive mature miRNAs was higher than the number of responsive pri-miRNAs (Figure 1B). These results suggest that there is no direct correlation between the level of pri-miRNAs and mature miRNAs during plant response to abiotic stresses.

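Copper deficiency and cadmium were each followed by a rise of miR159 and miR319, which repress GAMYB-like and TCP transcription factors. Both were compared with the same 3 control libraries, so the 2 results are not independent of each other. miR159b-3p (chromosome 1, 6220813 to 6220833 of TAIR10.1) rose from 74.4 ± 23.5 to 182 ± 11.1 CPM without copper, a log2 fold change of 1.42 (SE 0.22, adjusted p = 0.0136), and to 157 ± 36.9 CPM with cadmium, 1.12 (SE 0.22, adjusted p = 0.0145), by edgeR's quasi-likelihood test. In both stresses 3 of 3 tested members rose, also adjusted over the list alone, with camera adjusted p = 0.000861 with a fixed correlation and adjusted p = 0.567 with an estimated correlation for copper deficiency and camera adjusted p = 0.000934 with a fixed correlation and adjusted p = 0.569 with an estimated correlation for cadmium. Copper deficiency called 17 of 162 miRNAs (13 higher, 4 lower) and cadmium 18 of 160 (10 higher, 8 lower). The split for copper deficiency was 6 and 5 with RLE scaling and 7 and 6 with total miRNA counts, which gave 8 and 10 for cadmium. In the authors' RT-qPCR table 16 pri-miRNAs were up and 25 down without copper, and 11 up and 32 down with cadmium. Leaving out Cu- replicate 3 gave 0 calls for copper deficiency, and leaving out C replicate 1 gave 2 for copper deficiency and 2 for cadmium, as did leaving out Cd+ replicate 2 for cadmium. Other fits lost the calls of miR159b-3p (Cu-) without Cu- replicate 3 (adjusted p = 0.0514) and miR159b-3p (Cd+) without C replicate 1 or Cd+ replicates 2 or 3 (adjusted p up to 0.0703) and with a joint fit of all libraries (adjusted p = 0.0716).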

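In severe drought miRNAs whose precursors rose, such as miR447c-5p and miR159a, tended to rise themselves, and after 6 h of heat they did not. Spearman's rho between the authors' pri-miRNA fold change and the log2 fold change of the mature miRNA was 0.28 in severe drought (206 pairs, permutation p = 3e-05, adjusted p = 0.00027) and 0.22 in mild drought (206 pairs, permutation p = 0.00154, adjusted p = 0.00693). It was 0.07 after 0.5 h of heat (permutation p = 0.294, adjusted p = 0.442), -0.11 after 6 h (permutation p = 0.108, adjusted p = 0.206) and -0.01 under salinity (permutation p = 0.944, adjusted p = 0.944). These correlations run across miRNA genes, which are not independent replicates, 9 relations were computed with 100000 permutations each, and the adjustment covers all 9. For miR447c-5p the precursor was 8.27-fold (RT-qPCR) and the mature form changed by 1.70 (SE 0.41, adjusted p = 0.0205) by edgeR's quasi-likelihood test, and for miR824-3p, whose guide targets AGL16, the precursor was 2.58-fold and the mature form changed by 0.85 (SE 0.24, adjusted p = 0.0389). The paper proposes that pri-miRNA and mature miRNA levels are not directly correlated. Restricted to mature miRNAs of 100 or more mean reads, rho in mild drought was 0.092. Omissions or other settings removed the calls of miR447c-5p without C20 replicate 2 or D20 replicates 2 or 3 (adjusted p up to 0.0991) and miR824-3p in 4 of 6 fits without 1 library (adjusted p up to 0.108).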

#### Individual pri-miRNA—miRNA relationships under different abiotic stresses

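miR164c-5p, a NAC regulator, and miR852 were not called in severe drought while their precursors rose. The miR164c precursor was 40.0-fold in the authors' RT-qPCR against a mature log2 fold change of 0.58 (SE 0.29, adjusted p = 0.237) by edgeR's quasi-likelihood test, and the miR852 precursor 2.53-fold against 0.33 (SE 0.21, adjusted p = 0.332). The miR5648 precursor fell to 0.149-fold while miR5648-3p was at 0.72 (SE 0.22, adjusted p = 0.057). In severe drought 38 pairs of precursor and tested mature miRNA had a raised precursor, of which 29 had an uncalled mature miRNA, 9 a raised and 0 a lowered. A mature sequence enters once for each of its precursors, so the pairs here and below are not separate miRNAs. Of 32 pairs with a lowered precursor, 23 had an uncalled mature form, 7 a lowered and 2 a raised. In mild drought 13 of 15 and 37 of 37 were uncalled. With the paper's own test for both molecules, 46 of 67 pairs with a raised and 53 of 62 with a lowered precursor had an unchanged miRNA in severe drought. In mild drought these were 28 of 32 and 52 of 56. An uncalled miRNA is not shown to be constant, since the test found 58% of simulated 2-fold changes in severe and 55.5% in mild drought. miR164c-5p was called with total-count scaling (adjusted p = 0.0419). miR5648-3p was called with DESeq2, RLE scaling, a joint fit of all libraries, scaling by genome-mapped reads and total-count scaling (adjusted p as low as 0.0103) and without C20 replicate 1 (0.89, adjusted p = 0.036).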

For the drought stress affected pri-miRNAs, their down- and upregulation was often connected with unchanged levels in their cognate miRNAs (Table 2). However, for the pri-miRNA transcripts expressed at a constant level under drought stress, the increased levels of their cognate miRNAs were mostly detected.

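miR397a, which represses laccases, rose in severe drought over a precursor that did not change by the authors' test. The miR397a precursor was 1.25-fold in RT-qPCR (the paper's p = 0.661) and the mature form changed by 1.79 (SE 0.29, adjusted p = 0.00825) by edgeR's quasi-likelihood test, from 13.0 ± 0.778 to 54.4 ± 16.8 CPM. miR851-3p fell by 1.64 (SE 0.35, adjusted p = 0.0139) and miR171c-5p fell by 1.28 (SE 0.25, adjusted p = 0.0123), over precursors at 1.61-fold (p = 0.0801) and 0.386-fold (p = 0.191). Among 136 pairs with an unchanged precursor in severe drought, 12 had a raised mature form and 17 a lowered, and among 154 in mild drought 0 and 0. By the paper's test the numbers were 31 and 15 of 255, and 16 and 11 of 294. In other fits the test no longer called miR851-3p without D20 replicate 3 (adjusted p = 0.0737) and miR171c-5p without D20 replicate 3 (adjusted p = 0.0656). miR397a stayed called in all 6 single omissions.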

**Table 2:** **Individual pri-miRNA—miRNA relationships under different abiotic stresses**.

**Pri-miRNA**—**miRNA relationships**		**D30**	**D20**	**H 0.5**	**H 6**	**NaCl+**	**Cu−**	**Cu+**	**Cd+**	**S−**
Pri-miRNA > miR	Pri-miRNA 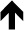 , miR const.	32	47	46	141	80	16	23	10	26
	Pri-miRNA 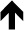 , miR 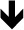	2	−	2	(^*^) 22	7	1	−	1	−
	Pri-miRNA const., miR 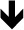	14	14	17	4	25	26	18	20	14
Pri-miRNA < miR	Pri-miRNA const., miR 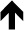	18	29	4	1	29	31	9	24	5
	Pri-miRNA 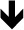 , miR 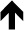	5	4	−	1	13	3	−	2	−
	Pri-miRNA 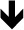 , miR const.	46	57	31	6	49	25	23	32	16
Pri-miRNA = miR	Pri-miRNA 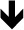 , miR 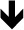	7	5	7	1	10	3	1	2	1
	Pri-miRNA 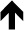 , miR 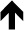	1	22	2	1	15	1	2	−	2

The p-value ≤ 0.05 was considered for the expression changes analyzed. The star depicts high number of expression changes observed for so called miRNA^*^ small RNAs.

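After 6 h of heat the precursors of miR398a, miR396a and miR319b were far above control, and none of their tested mature forms was called. miR398a-5p was at -0.11 (SE 0.37, adjusted p = 0.96) by edgeR's quasi-likelihood test with its precursor at 62.2-fold in the authors' RT-qPCR, miR396a-5p at -0.30 (SE 0.28, adjusted p = 0.789) with 30.5-fold, and miR319b.2, the second-duplex RNA of miR319b, had a precursor at 75.1-fold. The stronger-expressed miR168a-5p,b-5p, which represses AGO1, was at -0.45 (SE 0.36, adjusted p = 0.755) with the miR168a precursor at 132-fold. Of 108 pairs with a raised precursor, 99 had an uncalled mature form, 7 a lowered and 2 a raised in the unpaired fit. With the libraries taken as paired by number, miR168a-3p and miR398b-5p,c-5p were also called lower and miR394a,b-5p higher, each over a raised precursor. The pairs were not recounted for that fit. At 0.5 h 16 of 17 were uncalled. With the paper's test 142 of 165 at 6 h and 43 of 47 at 0.5 h had an unchanged miRNA. The heat test found few simulated 2-fold changes, so a change of that size is not excluded for an uncalled form.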

Under heat stress conditions, the majority of pri-miRNAs were upregulated while their cognate miRNAs remained unchanged. 

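At 0.5 h of heat the partner strands of the HD-ZIP III regulators miR165 and miR166 were lower without reaching a call, miR166a-5p,b-5p at -0.93 (SE 0.29, adjusted p = 0.193), miR166e-5p at -0.78 (SE 0.24, adjusted p = 0.193) and miR165a-5p at -0.32 (SE 0.18, adjusted p = 0.548) by edgeR's quasi-likelihood test. A star is here the strand of a precursor with fewer reads over all 39 libraries, and the guide the strand with more. With the paper's test on CPM, 9 of 29 changed sequences at 0.5 h were stars, 7 of them lower, and 11 were guides. After 6 h 15 of 27 (55.6%) were stars, 14 of them lower, and 8 were guides. The remaining sequences had no counted partner strand or an ambiguous arm. miR166a-5p,b-5p was called with DESeq2 (adjusted p = 0.0165). miR166e-5p was called with DESeq2 (adjusted p = 0.0154).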

Surprisingly, if any changes in mature miRNA abundance were detected, they referred mostly to so-called microRNA stars that mainly decreased after 6 h of heat stress. The pri-miRNAs, for the star small RNAs mentioned, were usually highly transcribed (Table S2).

More pri-miRNA transcripts were upregulated in response to salinity stress compared to drought stress but less when compared with 6 h of heat stress. Their cognate miRNAs remained mostly constant. 

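Salinity raised the precursors of miR398a and miR843, and neither mature form was called, while miR391-3p, miR399d and miR823 rose together with theirs. miR398a-5p was at 0.27 (SE 0.39, adjusted p = 0.613) by edgeR's quasi-likelihood test with its precursor at 6.33-fold in RT-qPCR, and miR843 at 0.49 (SE 0.25, adjusted p = 0.157) with 6.24-fold. miR391-3p changed by 1.39 (SE 0.42, adjusted p = 0.024) with 11.0-fold, miR399d by 1.76 (SE 0.48, adjusted p = 0.0149) with 99.2-fold and miR823 by 1.29 (SE 0.25, adjusted p = 0.00162) with 10.3-fold. miR5023 fell by 1.78 (SE 0.33, adjusted p = 0.00146) over a precursor at 3.29-fold. Of 46 pairs with a raised precursor 30 had an uncalled mature form, 12 a raised and 4 a lowered, and with the paper's test 83 of 102 were unchanged. The precursor values refer to GAPDH, and the mature ones in both tests to other miRNAs. The pairs were not recounted by genome-mapped reads, which called 6 miRNAs higher and 111 lower, so these counts would change. Scaled by genome-mapped reads, miR391-3p, miR399d and miR823 changed by -0.13, 0.34 and -0.15, and miR843 by -0.94 (adjusted p = 0.00823), a called fall over a raised precursor. Calls were lost for miR391-3p with no read filter (adjusted p = 0.0675) and miR399d without NaCl+ replicate 1 (adjusted p = 0.0636). miR823 and miR5023 kept the call in each of 6 fits without 1 library. miR843 was called without NaCl+ replicate 1 (0.65, adjusted p = 0.0163).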

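Precursors that fell under salinity had mature forms that went both ways. miR396b-5p, a regulator of growth-regulating factors, rose by 1.66 (SE 0.32, adjusted p = 0.00162) and miR171a-3p, a HAM regulator, by 0.93 (SE 0.31, adjusted p = 0.0359), by edgeR's quasi-likelihood test, over precursors at 0.0767-fold and 0.265-fold in RT-qPCR. miR160a-3p (chromosome 2, 16340342 to 16340362 of TAIR10.1), from the hairpin of an auxin response factor regulator, fell by 2.42 (SE 0.28, adjusted p = 3.8e-05) with its precursor at 0.0916-fold. Of 43 pairs with a lowered precursor 24 had an uncalled mature form, 12 a raised and 7 a lowered, and with the paper's test 52 of 73 were unchanged. These pairs too set precursors relative to GAPDH against mature forms relative to other miRNAs, and they were not recounted by genome-mapped reads. By genome-mapped reads miR396b-5p changed by 0.19 and miR171a-3p by -0.54. Not called in every fit was miR171a-3p without C replicate 3 (adjusted p = 0.0664). miR396b-5p and miR160a-3p remained called whichever library was left out.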

The same relationship was true in the case of pri-miRNAs with downregulated level upon salinity stress (Table 2).

In instances involving metal and sulfur stress, similar relationships between the levels of pri-miRNAs and their cognate miRNAs were observed (Table 2). Altered levels of miRNAs were often accompanied by stable levels of their transcripts. Additionally, altered levels of pri-miRNAs were often accompanied by stable levels of their cognate miRNAs (Table 2).

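Without copper miR396a-3p rose over a precursor that did not change by the authors' test while miR472-3p rose with its precursor, and with cadmium miR851-3p rose and miR846-3p fell over unchanged precursors. The mature changes were 1.11 (SE 0.21, adjusted p = 0.0157) for miR396a-3p and 1.10 (SE 0.21, adjusted p = 0.0157) for miR472-3p, by edgeR's quasi-likelihood test, against precursors at 1.22-fold (the paper's p = 0.697) and 2.96-fold (p = 0.0299). Under cadmium miR851-3p changed by 1.15 (SE 0.26, adjusted p = 0.022) and miR846-3p by -0.64 (SE 0.17, adjusted p = 0.0439) by edgeR's test, with precursors at 0.919-fold (the paper's p = 0.936) and 0.844-fold (p = 0.499). Of 23 precursor pairs with a raised mature form 19 had an unchanged precursor without copper, and of 12 with cadmium 10. Of pairs with a lowered one 3 of 3 and 6 of 7 did, and all 3 raised pairs under copper excess. The latter are from the unpaired fit, and the fit paired by number called 0 there. A sequence enters once per precursor, so pairs are not separate miRNAs. Called higher were 13 miRNAs without copper, 10 with cadmium and 2 under copper excess. By the paper's test the raised pairs with an unchanged precursor were 29 of 33 (Cu-), 9 of 11 (Cu+), 24 of 26 (Cd+) and 3 of 3 (S-). edgeR's test no longer called miR396a-3p (Cu-) without C replicates 1 or 2 or Cu- replicate 3 (adjusted p up to 0.121) and with a joint fit of all libraries (adjusted p = 0.0555), miR472-3p (Cu-) in 5 of 6 fits without 1 library (adjusted p up to 0.121) and with a joint fit of all libraries (adjusted p = 0.0579), miR851-3p (Cd+) when any 1 library was omitted (adjusted p up to 0.113) and with scaling by genome-mapped reads, DESeq2 and a joint fit of all libraries (adjusted p up to 0.142) and miR846-3p (Cd+) in 5 of 6 fits without 1 library (adjusted p up to 0.239) and with RLE scaling, scaling by genome-mapped reads, no read filter, DESeq2 and a joint fit of all libraries (adjusted p up to 0.132).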

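The miR396b precursor fell in all 4 of these stresses. With cadmium its strand miR396b-3p rose by 0.97 (SE 0.20, adjusted p = 0.0145) over a precursor at 0.0722-fold, against the direction of the precursor. Without copper it was uncalled at 1.05 (SE 0.31, adjusted p = 0.0648) (precursor 0.0956-fold). In that comparison miR396b-3p was called with DESeq2 and no read filter (adjusted p as low as 0.00735) and without Cu- replicate 2 (1.15, adjusted p = 0.0262). It was also uncalled under copper excess at 0.59 (SE 0.29, adjusted p = 0.408) (precursor 0.118-fold) and under sulfur deficiency at 0.20 (SE 0.18, adjusted p = 0.853) (precursor 0.0886-fold), by edgeR's quasi-likelihood test. miR398a-5p, from a copper-response gene, was at 0.19 (SE 0.21, adjusted p = 0.649) under copper excess with its precursor at 2.03-fold, and miR837-3p at -0.19 (SE 0.13, adjusted p = 0.549) with 0.468-fold. Raised precursors had an uncalled mature form in 6 of 7 pairs without copper, 10 of 10 under copper excess, 4 of 4 with cadmium and 9 of 9 without sulfur. For lowered precursors the counts were 11 of 14, 15 of 15, 14 of 17 and 8 of 8. With the paper's test the pairs with a lowered precursor and an unchanged miRNA numbered 25, 31, 35 and 18 in the same order. The test found 58.5% of simulated 2-fold changes under copper excess and 70.0% under sulfur deficiency, so smaller changes stay open. Adjusted p passed 0.05 for miR396b-3p without C replicate 1 or Cd+ replicate 2 (adjusted p up to 0.0703) and with a joint fit of all libraries (adjusted p = 0.0812).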

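No relation between precursor and mature form held over all miRNAs in the metal and sulfur stresses after adjustment. Spearman's rho was 0.02 without copper (permutation p = 0.829, adjusted p = 0.933, 202 pairs), 0.11 under copper excess (permutation p = 0.114, adjusted p = 0.206, 199 pairs) and -0.05 with cadmium (permutation p = 0.479, adjusted p = 0.616, 198 pairs). Without sulfur it was -0.15 (permutation p = 0.0425, adjusted p = 0.127, 195 pairs). The values run across genes that share precursors and families and are not independent replicates, and they are 4 of the 9 relations adjusted together.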

The results show that it is difficult to predict the amount of a given microRNA relying only on its pri-miRNA expression pattern. This observation was supported by additional analyses of 10 randomly selected mature miRNAs, which levels were measured using TaqMan® miRNA assays (ABI, Life Technologies, USA) (Figure S2) (RT-qPCR). The obtained microRNA levels were compared to the level of cognate pri-miRNAs determined using RT-qPCR approach. The comparison of the level of pri-miRNAs and their cognate mature miRNAs showed (i) opposite changes in the levels of pri- and mature miRNAs, (ii) increased and decreased levels of miRNAs for constant pri-miRNA levels (iii) as well as increased and decreased levels of the pri-miRNAs for stable levels of mature miRNAs (Figure S2). These discrepancies can be due to extensive posttranscriptional regulation of the mature microRNA levels or due to different stabilities of various microRNAs. However, it has to be mentioned that we also found examples for a correlation between the level of pri-miRNA and its miRNA (see Table 2).

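miR2111b-3p, a phosphate-responsive miRNA, and miR866-5p rose in severe drought together with their precursors, and miR396b-3p and miR319c.2 fell together with theirs. miR2111b-3p (chromosome 5, 400464 to 400484 of TAIR10.1) changed by 4.85 (SE 0.69, adjusted p = 0.00453) by edgeR's quasi-likelihood test with its precursor at 672-fold in RT-qPCR, and miR866-5p by 2.88 (SE 0.27, adjusted p = 0.00115) with 12.7-fold. miR396b-3p changed by -1.20 (SE 0.26, adjusted p = 0.0144) with 0.0117-fold, and the miR319c precursor was at 0.0693-fold. In heat miR156h (chromosome 5, 22597087 to 22597106), of the SPL-repressing family, rose at 0.5 h by 2.31 (SE 0.22, adjusted p = 0.00363), from 297 ± 57.6 to 1107 ± 106 CPM, with its precursor at 348-fold. Changing a setting or omitting a library ended the call of miR396b-3p (D20) without C20 replicate 3 or D20 replicates 2 or 3 (adjusted p up to 0.108). No single omission ended the calls of miR2111b-3p (D20), miR866-5p (D20) and miR156h (H0.5).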

### Abiotic stress responsive novel Arabidopsis microRNAs

#### Drought-responsive new microRNAs

Using the NGS Illumina approach, it was determined that the mature miRNA response to severe drought conditions is generally broader compared to mild drought conditions (Tables S3A,B). 

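Severe drought raised phosphate-starvation miRNAs of the miR399 and miR2111 families, which act on PHO2 and on F-box transcripts. miR2111a-5p,b-5p rose from 2.13 ± 2.0 to 17.8 ± 9.18 CPM, a log2 fold change of 2.85 (SE 0.65, adjusted p = 0.0166) by edgeR's quasi-likelihood test, and miR399b,c-3p by 1.63 (SE 0.34, adjusted p = 0.0134). Of 4 tested phosphate-response sequences 3 rose, 4 adjusted over the list alone, with camera adjusted p = 0.000976 with a fixed correlation and adjusted p = 0.47 with an estimated correlation. miR2936 (chromosome 4, 1046948 to 1046969 of TAIR10.1) rose by 3.78 (SE 0.69, adjusted p = 0.0115) and miR394a,b-5p, a regulator of the F-box gene LCR, by 2.81 (SE 0.56, adjusted p = 0.0123). Among the calls, miR167a-3p fell by 2.00 (SE 0.43, adjusted p = 0.0144) and miR160a-3p fell by 1.80 (SE 0.33, adjusted p = 0.0115), both from hairpins of auxin response factor regulators. Severe drought changed 33 of 167 tested miRNAs and mild drought 1 of 166, and 63 and 36 of those tested did not overlap in CPM between control and stress, which chance gives to 10% of miRNAs. The count was 20 without C20 replicate 3 and 7 without D20 replicate 2 or 3. The paper states from its own test that the response to severe drought was the broader. Other fits lost the calls of miR2111a-5p,b-5p without C20 replicate 3 or D20 replicates 2 or 3 (adjusted p up to 0.0737), miR399b,c-3p without D20 replicates 2 or 3 (adjusted p up to 0.0637), miR2936 without D20 replicates 2 or 3 (adjusted p up to 0.0541), miR394a,b-5p without D20 replicates 2 or 3 (adjusted p up to 0.0623), miR167a-3p without C20 replicate 3 or D20 replicates 2 or 3 (adjusted p up to 0.0813) and miR160a-3p without D20 replicates 2 or 3 (adjusted p up to 0.0686).

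**Figure D2:**
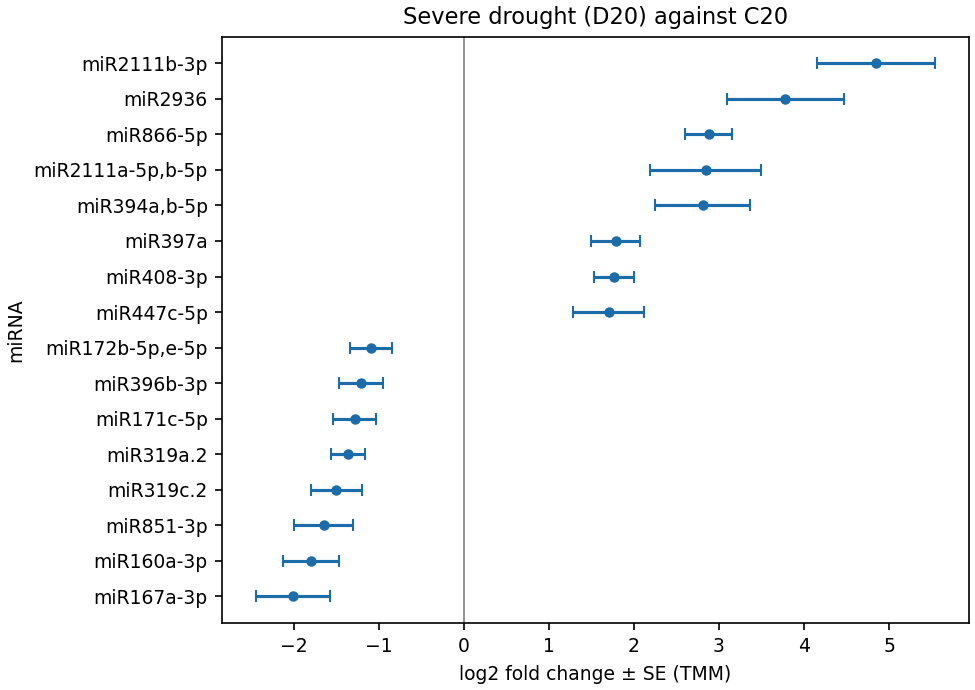
The 8 highest and 8 lowest log2 fold changes (± SE, n = 3) among called miRNAs in severe drought whose CPM did not overlap between control and stress.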

Table 3 presents microRNAs with the most profoundly changed expression patterns that were determined using NGS and computed by One-Way Anova test (*p* ≤ 0.05). The number of microRNAs affected only under severe drought is more than doubled compared to microRNAs changed only under mild drought conditions. 

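A test of the difference between severe and mild drought called 6 miRNAs, a count for which chance was not excluded, since 7 of 100 splits of the libraries gave as many or more, up to 18. The log2 fold change was higher in severe drought for miR866-5p, with a difference of log2 fold changes of 3.10 (SE 0.41, adjusted p = 0.000889) by edgeR's quasi-likelihood test, for miR159a, a regulator of GAMYB-like factors (1.80, SE 0.43, adjusted p = 0.0437), for the NAC regulator miR164c-5p (1.69, SE 0.42, adjusted p = 0.0437) and for miR408-3p (1.30, SE 0.32, adjusted p = 0.0437). It was lower for miR160a-3p (-2.03, SE 0.40, adjusted p = 0.0211) and miR396b-3p (-1.44, SE 0.34, adjusted p = 0.0437). For miR164c-5p, at -1.01 (SE 0.23, adjusted p = 0.0739) in mild and 0.58 (SE 0.29, adjusted p = 0.237) in severe drought, the test of the difference was called while neither level alone was. All 12 drought libraries entered the test, over 177 miRNAs, and with RLE scaling 14 and with DESeq2 21 were called. The number was 3 without C30 replicate 3 or C20 replicate 2, 2 without D20 replicate 3 and 14 without D20 replicate 1. The paper's count compares 2 lists of calls, and a miRNA called in 1 list alone was not by that shown to differ between the 2 levels.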

Among expression profile changes, the increase of a given miRNA level is predominant (Table 3).

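In severe drought miR160a-5p,b,c-5p, which represses auxin response factors, rose by 1.49 (SE 0.30, adjusted p = 0.0123) by edgeR's quasi-likelihood test, while 3 of the 12 tested strands of the auxin-linked miR160, miR167, miR390 and miR393 precursors fell and 1 rose (camera adjusted p = 0.141 with a fixed correlation and adjusted p = 0.53 with an estimated correlation). Of the miR170 and miR171 strands, linked to HAM factors, 2 of 5 fell (2 adjusted over the list alone; camera adjusted p = 0.383 with a fixed correlation and adjusted p = 0.626 with an estimated correlation), with miR171b-5p at -1.07 (SE 0.27, adjusted p = 0.0234). Of the miR172 hairpins, whose 3p strands repress AP2-like factors, 2 of 4 strands fell (camera adjusted p = 0.165 with a fixed correlation and adjusted p = 0.571 with an estimated correlation), and the partner strand miR172b-5p,e-5p fell by 1.09 (SE 0.24, adjusted p = 0.0155). The calls were 15 higher and 18 lower, 22 and 13 with total miRNA counts as the scaling, and 43 and 16 with the one-way F test on CPM. They were 13 and 7 without C20 replicate 3, and 5 and 2 without D20 replicate 2 or 3. Omissions or other settings removed the calls of miR160a-5p,b,c-5p without D20 replicates 2 or 3 (adjusted p up to 0.0623), miR171b-5p in 5 of 6 fits without 1 library (adjusted p up to 0.132) and with total-count scaling (adjusted p = 0.0557) and miR172b-5p,e-5p without C20 replicate 3 or D20 replicates 2 or 3 (adjusted p up to 0.122).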

**Table 3:** **30%SWC (D30) and 20%SWC (D20) drought stress affected** ***Arabidopsis*** **miRNAs revealed by high-throughput small RNA NGS**.

**D30**		**D20**			
**MiRNA**	**FC**	**MiRNA**	**FC**	**MiRNA**	**FC**
miR156h	1.40	miR156a-3p	1.82	miR408-3p	4.08
miR169e,d,f-5p,g-5p	1.72	miR156h	1.71	miR447c-5p	4.04
miR398b-5p,c-5p	3.08	miR159a	2.60	**miR773a**	1.96
miR399b,c-3p	1.61	**miR160a-5p,b,c-5p**	3.34	**miR823**	1.85
miR408-5p	1.83	**miR160a-3p**	0.35	**miR824-3p**	2.19
miR408-3p	1.65	**miR164c-5p**	1.83	**miR827**	1.73
**miR447a.2-3p**	2.45	miR169d,e,f-5p,g-5p	2.24	**miR848**	1.55
**miR846-5p**	2.21	miR171c-5p	0.49	**miR851-3p**	0.38
**miR846-3p**	1.63	**miR319a.2**	0.47	**miR852**	1.52
**miR854a,b,c,d,e**	0.49	**miR319b.2**	0.60	**miR858a**	2.89
**miR868-5p**	6.24	**miR319c.2**	0.43	**miR858b**	2.30
**miR1886.2**	1.53	miR394a,b-5p	8.06	**miR866-5p**	8.76
**miR2111b-3p**	4.77	**miR395a,d,e**	6.03	**miR2111a-5p,b-5p**	8.34
**miR3434-3p**	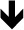	**miR395b,c,f**	3.29	**miR2111b-3p**	33.06
**miR5027**	8.75	miR397a	4.20	**miR2936**	16.25
**miR5634**	0.42	miR399a	5.53	**miR3434-5p**	0.12
**miR5648-3p**	1.66	miR398b-3p,c-3p	2.65	**miR5639-5p**	4.38
**miR5655**	1.82	miR399b,c-3p	3.72	**miR5648-3p**	1.96
**miR8175**	1.89	miR399f	8.08	**miR5654-3p**	1.77
		miR408-5p	2.88		

*MiR3434-3p level decrease could not be determined due to no read counts obtained under stress conditions. New drought stress responsive Arabidopsis miRNAs unknown until now are shown in bold. FC means fold change*.

Northern blot hybridization was carried out for selected miRNAs to confirm their responsiveness under drought stress. Special attention was paid to recently discovered Arabidopsis microRNAs like miR5655 for which the NGS data indicated an increased level under mild drought stress conditions. 

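In mild drought miR5655 (chromosome 2, 18902623 to 18902643 of TAIR10.1) went from 4.49 ± 0.394 to 8.15 ± 1.25 CPM (n = 3), a log2 fold change of 0.74 (SE 0.31, adjusted p = 0.281) by edgeR's quasi-likelihood test, and it was not called. The paper's test, a one-way F test on CPM, gave miR5655 p = 0.00846. The ratio of mean CPM of miR5655 was 1.82. With 15.7 mean reads in control and 26.0 in stress libraries, counting error alone limits its precision.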

Northern hybridization confirmed an elevated level of miR5655 in both stress conditions (Figure 2). There was also an increase in abundance observed for the miR2933b using both NGS and northern hybridization (Figure 2). 

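miR2933a and miR2933b have the same mature sequence, so their reads cannot be told apart, and too few were present for a test. The sequence had 0 or 1 read in each of the 12 drought libraries. For miR2933a,b the mean CPM was 0.0825 ± 0.143 in C30 and 0.113 ± 0.196 in D30, and 0 in C20 and 0.116 ± 0.202 in D20 (SD, n = 3). No fold change is given, since reads this few cannot separate a rise from counting error.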

MiR396b-3p was also hybridized under drought conditions since it was one of the miRNA stars affected by heat stress and it was interesting to learn about its expression pattern under drought as another climate change related stress. This miRNA happened to be induced under mild drought stress conditions (while the NGS data was insignificant it shows the same tendency as Northern hybridization results) (Figure 2). 

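miR396b-3p, the partner strand of a regulator of growth-regulating factors, went from 362 ± 79.4 to 507 ± 85.2 CPM in mild drought (SD, n = 3), at chromosome 5, 13611904 to 13611924 of TAIR10.1. Its log2 fold change was 0.36 (SE 0.19, adjusted p = 0.373) by edgeR's quasi-likelihood test, so miR396b-3p was not called there. The 4 tested miR396 strands gave 0 higher and 0 lower in mild drought (camera adjusted p = 0.974 with a fixed correlation and adjusted p = 0.979 with an estimated correlation). The paper's test gave miR396b-3p p = 0.098.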

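Both miR395 sequences, which act on sulfate transporter and ATP sulfurylase transcripts, had higher means in severe drought without reaching a call. miR395a,d,e went from 0.688 ± 0.629 to 4.15 ± 0.966 CPM, a log2 fold change of 2.18 (SE 0.69, adjusted p = 0.0634) by edgeR's quasi-likelihood test, and miR395b,c,f from 1.97 ± 1.5 to 6.48 ± 1.74 CPM, 1.42 (SE 0.53, adjusted p = 0.109). Adjusted over these 2 alone 2 were called, with camera adjusted p = 0.141 with a fixed correlation and adjusted p = 0.53 with an estimated correlation. Their mean reads in D20 were 12.0 for miR395a,d,e and 19.0 for miR395b,c,f, against 2.33 and 6.33 in C20. In mild drought they were at 1.12 (SE 0.46, adjusted p = 0.281) for miR395a,d,e and -0.11 (SE 0.33, adjusted p = 0.961) for miR395b,c,f. miR395a,d,e was called with DESeq2, a joint fit of all libraries, scaling by genome-mapped reads, no read filter and total-count scaling (adjusted p as low as 0.0308) and without C20 replicate 1 (1.74, adjusted p = 0.0309). miR395b,c,f was called with a joint fit of all libraries (adjusted p = 0.0399) and without C20 replicate 3 (2.40, adjusted p = 0.0296).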

Severe drought led to an increased level of sulfate-deprivation-inducible (Jagadeeswaran et al., 2014) Arabidopsis miR395 (NGS data), which was confirmed by Northern hybridization (Figure 2) and TaqMan® miRNA395b assay (Figure S2).

#### Heat-responsive new microRNAs

Heat stress impact on *A. thaliana* seedlings resulted in a similar, as for other stresses, low number of mature miRNAs responding under heat stress duration (13 miRNAs, Table 4, Tables S3C,D). Usually half of the observed expression changes referred to the so called miRNA stars that were mostly downregulated while their cognate microRNAs remained unchanged (Table 4). 

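After 6 h of heat the rarer strands of the HD-ZIP III regulators miR165 and miR166 and of miR167a fell, while the frequent strands stayed near control. miR166a-5p,b-5p fell by 3.39 (SE 0.51, adjusted p = 0.009) by edgeR's quasi-likelihood test, from 243 ± 73.3 to 20.4 ± 11.6 CPM, miR165a-5p (chromosome 1, 79010 to 79030 of TAIR10.1) fell by 3.02 (SE 0.34, adjusted p = 0.00517) and miR166e-5p fell by 2.90 (SE 0.56, adjusted p = 0.0283). Their guides miR165a-3p,b and miR166a-3p,b-3p,c,d,e-3p,f,g were at 0.25 (SE 0.28, adjusted p = 0.879) and 0.26 (SE 0.35, adjusted p = 0.929). miR167a-3p, from the hairpin of an auxin response factor regulator, fell by 3.82 (SE 0.59, adjusted p = 0.009) and miR399c-5p fell by 3.70 (SE 0.83, adjusted p = 0.0402), and miR173-3p fell by 1.27 (SE 0.26, adjusted p = 0.0306) with its guide miR173-5p at -0.08 (SE 0.25, adjusted p = 0.96). Among the 5 miR165 and miR166 sequences 3 fell, also adjusted over the list alone (camera adjusted p = 0.000128 with a fixed correlation and adjusted p = 0.662 with an estimated correlation). Stars made up 7 of the 11 calls, 6 lower and 1 higher, out of 37 tested stars, and guides 3 out of 56 (Fisher's exact p = 0.0827, adjusted p = 0.372 over 9 comparisons). With H6 and H0 libraries paired by number 10 of 19 calls were stars, 7 lower and 3 higher, and 7 were guides (Fisher's exact p = 0.101). Stars are ranked by reads alone here, so miR160a-3p and miR171b-5p, which fell at 6 h, count as guides although the opposite strands are the known regulators. In the unpaired fit all stars together gave camera adjusted p = 0.0984 with a fixed correlation and adjusted p = 0.662 with an estimated correlation. With pairing these were 0.0886 and 0.906. In other fits the test no longer called miR166a-5p,b-5p without H6 replicate 3 (adjusted p = 0.0574), miR165a-5p without H6 replicate 3 (adjusted p = 0.0517), miR166e-5p without H0 replicate 3 or H6 replicate 3 (adjusted p up to 0.13), miR167a-3p without H6 replicate 3 (adjusted p = 0.0574), miR399c-5p without H6 replicates 1 or 3 (adjusted p up to 0.157) and miR173-3p in 5 of 6 fits without 1 library (adjusted p up to 0.268) and with no read filter (adjusted p = 0.0525).

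**Figure D3:**
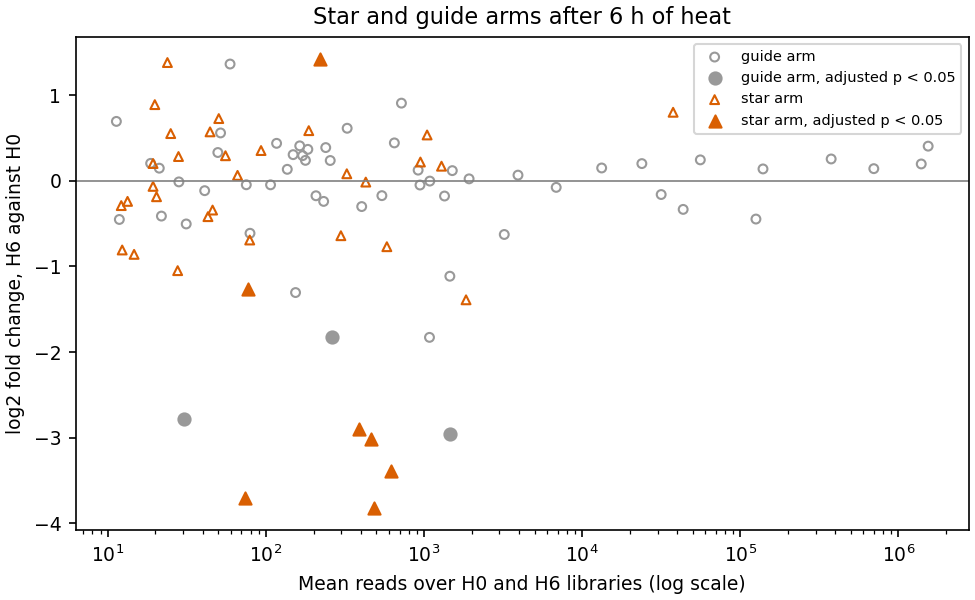
Log2 fold change after 6 h of heat against mean reads for star (triangles) and guide (circles) strands; filled symbols have an adjusted p under 0.05 (n = 3 against 3).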

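Between 0.5 h and 6 h of heat 5 miRNAs fell and 0 rose in a direct test of the 2 time points. The 5 were miR167a-3p (-3.31, SE 0.47, adjusted p = 0.00591 by edgeR's quasi-likelihood test), miR160c-3p (-3.02, SE 0.43, adjusted p = 0.00591), miR160a-3p (-3.01, SE 0.41, adjusted p = 0.00591), miR165a-5p (-2.54, SE 0.31, adjusted p = 0.00591) and miR166a-5p,b-5p (-2.28, SE 0.44, adjusted p = 0.0314). Another split of the same 6 libraries called 8, so the count does not stand out from chance. Of 161 tested miRNAs 18 had an unadjusted p under 0.05, 17 of them lower at 6 h, and DESeq2 called 12 and edgeR without the read filter 8, all lower. Without H6 replicate 2 or 3 the number was 3.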

Mostly their level was decreased in time course of heat stress. Single cases of miRNA and miRNA^*^ upregulation in heat were found (Figure 2, Table 4). 

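At 6 h of heat edgeR called 2 rises, and 6 with the libraries paired by replicate number, and at 0.5 h 2. miR156f-3p, the star of an SPL-repressing miRNA, rose at 0.5 h by 2.70 (SE 0.35, adjusted p = 0.013) by edgeR's quasi-likelihood test, from 3.31 ± 1.12 to 16.2 ± 3.13 CPM. After 6 h miR156h stood at 2.28 (SE 0.33, adjusted p = 0.009), and the star miR824-3p (chromosome 4, 12625721 to 12625741 of TAIR10.1), whose guide represses AGL16, rose by 1.42 (SE 0.28, adjusted p = 0.0283). At 6 h 1 of 12 miR156 and miR157 sequences rose (1 adjusted over the list alone; camera adjusted p = 0.0336 with a fixed correlation and adjusted p = 0.662 with an estimated correlation). Higher without a call at 0.5 h was miR157a-3p,b-3p, at 1.54 (SE 0.40, adjusted p = 0.193). Calls were lost for miR156f-3p (H0.5) without H0 replicate 1 or H0.5 replicates 1 or 2 (adjusted p up to 0.13), miR156h (H6) without H0 replicate 3 or H6 replicates 1 or 3 (adjusted p up to 0.0834) and miR824-3p (H6) in 5 of 6 fits without 1 library (adjusted p up to 0.21) and with total-count scaling, scaling by genome-mapped reads and no read filter (adjusted p up to 0.0996). At 0.5 h of heat miR157a-3p,b-3p was called without H0 replicate 2 (1.20, adjusted p = 0.0487).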

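Stars, here the strands with fewer reads, include known regulators such as miR408-3p, miR398b-3p,c-3p and miR171b-3p,c-3p, so the counts below are of read rank and not of function. With cadmium the stars miR157a-3p,b-3p and miR156f-3p of SPL-repressing miRNAs rose by 1.18 (SE 0.19, adjusted p = 0.0132) and 1.52 (SE 0.30, adjusted p = 0.0145) by edgeR's quasi-likelihood test, and all 5 called stars there were higher (camera adjusted p = 0.00802 with a fixed correlation and adjusted p = 0.569 with an estimated correlation). Under salinity 13 of 18 called stars rose (the median of all tested stars, 0.81, turned to -0.69 by genome-mapped reads), miR156f-3p among them at 1.57 (SE 0.43, adjusted p = 0.0149) (0.13 by genome-mapped reads), and 5 fell (Fisher's exact p = 0.025 for stars against guides, adjusted p = 0.225). Without copper all 3 called stars rose, and in severe drought 4 rose and 4 fell. Not called in every fit were miR157a-3p,b-3p with a joint fit of all libraries (adjusted p = 0.247) and miR156f-3p without C replicate 1 or Cd+ replicates 2 or 3 (adjusted p up to 0.101) and with a joint fit of all libraries (adjusted p = 0.196).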

The level changes of microRNA^*^s in heat stress are unusual in comparison to other stresses analyzed using the same approach and may point to different processing and stability of microRNA^*^s and/or microRNAs upon high temperature.

**Table 4:** **0.5 h (H 0.5) and 6 h (H 6) heat stress affected** ***Arabidopsis*** **miRNAs revealed by high-throughput small RNA NGS**.

**H 0.5**		**H 6**	
**MiRNA**	**FC**	**MiRNA**	**FC**
**miR156f-3p**	4.90	**miR156g**	0.79
miR156h	3.73	**miR164b-3p**	0.22
**miR157a-3p,b-3p**	2.19	**miR164c-3p**	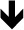
**miR161.2**	0.75	**miR165a-5p**	0.11
**miR165a-5p**	0.60	**miR166a-5p,b-5p**	0.08
**miR166a-5p,b-5p**	0.40	**miR166e-5p**	0.12
**miR166e-5p**	0.44	**miR167a-3p**	0.06
**miR171a-5p,170-5p**	0.26	**miR168a-5p,b-5p**	0.61
**miR171b-5p**	0.45	**miR168a-3p**	0.33
**miR173-5p**	0.78	**miR171b-5p**	0.24
**miR173-3p**	0.64	**miR172e-3p**	0.63
**miR319a.2**	0.55	**miR173-3p**	0.36
**miR319b.2**	0.62	**miR319b.2**	0.55
**miR391-5p**	0.45	**miR391-3p**	0.54
**miR391-3p**	0.40	**miR394a,b-5p**	2.25
**miR396a-5p**	0.57	**miR396a-5p**	0.70
**miR403-3p**	0.78	**miR396a-3p**	0.54
**miR447a-3p,b**	0.80	miR398b-5p,c-5p	0.36
**miR472-5p**	0.40	**miR472-5p**	0.41
**miR472-3p**	0.90	**miR822-3p**	0.48
**miR824-3p**	1.20	**miR824-3p**	2.35
**miR825**	0.68	**miR842**	0.56
**miR841b-3p**	0.61	**miR861-5p**	0.11
**miR1886.1**	0.32	**miR861-3p**	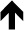
**miR3434-5p**	0.06	**miR862-3p**	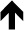
**miR3440b-3p**	0.66	**miR3434-5p**	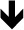
**miR5012**	0.15	**miR3440**	0.71
**miR5014a-5p**	0.07	**miR5020b**	0.41
**miR5024-5p**	1.52	**miR8174**	0.20
**miR5661**	0.76	**#miR393a-5p,b-5p**	1.61
**^#^miR171b-3p,c-3p**	0.54		

*NGS results were suggested by One-Way Anova test (p ≤ 0.05). MiRs: 164c-3p, 861-3p, 862-3p, 3434-5p level changes could not be determined due to no read counts obtained under stress conditions. New heat stress responsive Arabidopsis miRNAs unknown until now are shown in bold. For # depicted miRs NGS results were suggested by One-Way Anova test (p ≤ 0.1). FC means fold change*.

#### Salinity responsive new microRNAs

Numerous salinity stress responsive miRNAs are known for Arabidopsis (Liu et al., 2008). However, the NGS data herein revealed an additional 57 new miRNAs with their expression affected in 2-week old seedlings (Table S3E). 

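Salinity changed members of several families of developmental regulators, without a set result for those given here. Of the miR159 and miR319 sequences 3 of 3 rose, with miR159b-3p at 1.43 (SE 0.30, adjusted p = 0.00309) by edgeR's quasi-likelihood test (camera adjusted p = 0.108 with a fixed correlation and adjusted p = 0.767 with an estimated correlation). Of the miR172 hairpins the partner strand miR172b-5p,e-5p rose by 1.90 (SE 0.32, adjusted p = 0.000749), while the AP2 regulators miR172a,b-3p fell by 1.03 (SE 0.25, adjusted p = 0.00701) and miR172e-3p fell by 1.37 (SE 0.41, adjusted p = 0.0222). The HAM regulator miR171b-3p,c-3p rose by 1.40 (SE 0.33, adjusted p = 0.00701), and of the SPL-repressing family 3 of 12 rose (camera adjusted p = 0.598 with a fixed correlation and adjusted p = 0.856 with an estimated correlation; the median of 0.36 turned to -1.10 by genome-mapped reads), with miR156b-3p at 1.12 (SE 0.32, adjusted p = 0.0189). Copper-response miRNAs also moved: miR408-3p rose by 2.00 (SE 0.34, adjusted p = 0.000749), miR398b-3p,c-3p by 1.74 (SE 0.46, adjusted p = 0.0131), and miR408-5p fell by 0.95 (SE 0.23, adjusted p = 0.00741). By genome-mapped reads these were 0.01 (miR159b-3p), 0.43 (miR172b-5p,e-5p), -0.07 (miR171b-3p,c-3p), -0.36 (miR156b-3p), 0.56 (miR408-3p) and 0.27 (miR398b-3p,c-3p). The 2 values below 0 were not called (edgeR's adjusted p = 0.854 for miR171b-3p,c-3p and adjusted p = 0.315 for miR156b-3p). edgeR's test no longer called miR172e-3p without NaCl+ replicate 2 (adjusted p = 0.0723) and miR398b-3p,c-3p without NaCl+ replicate 3 (adjusted p = 0.111) and with no read filter (adjusted p = 0.0885). miR159b-3p, miR172b-5p,e-5p, miR172a,b-3p, miR171b-3p,c-3p, miR156b-3p, miR408-3p and miR408-5p stayed called in all 6 single omissions.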

Table 5 presents the most profoundly changed salinity-responsive miRNAs using NGS and suggested by One-Way Anova test (*p* ≤ 0.05). 

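Among miRNAs past the read filter, the largest rises under salinity were those of miR2936 and miR8176, and the largest fall that of miR169b-5p,c, a regulator of NF-YA factors. miR2936 rose from 0.311 ± 0.355 to 24.5 ± 3.95 CPM, a log2 fold change of 5.94 (SE 0.57, adjusted p = 9.05e-06) by edgeR's quasi-likelihood test, and miR8176 from 1.2 ± 0.392 to 84.8 ± 24.8 CPM, 5.90 (SE 0.38, adjusted p = 2.79e-07). The miR8176 sequence lies inside an annotated small nucleolar RNA (snoRNA), and fragments of that RNA were not excluded as its source. miR169b-5p,c fell from 51.4 ± 7.78 to 2.54 ± 0.699 CPM, -4.49 (SE 0.39, adjusted p = 4.4e-06), with miR169b-3p at -2.65 (SE 0.44, adjusted p = 0.000749), and 3 of 5 miR169 sequences fell (camera adjusted p = 0.00487 with a fixed correlation and adjusted p = 0.455 with an estimated correlation). Of 5 tested strands of the miR165 and miR166 hairpins, linked to HD-ZIP III factors, 3 fell, all of them partner strands (camera adjusted p = 0.00472 with a fixed correlation and adjusted p = 0.48 with an estimated correlation), and miR166a-5p,b-5p fell by 2.46 (SE 0.28, adjusted p = 3.79e-05) and miR165a-5p fell by 1.55 (SE 0.27, adjusted p = 0.000821). Of 8 tested phosphate-starvation miRNAs 5 rose (camera adjusted p = 0.0609 with a fixed correlation and adjusted p = 0.48 with an estimated correlation), miR2111b-3p by 2.68 (SE 0.55, adjusted p = 0.0025) and miR399c-5p by 2.56 (SE 0.54, adjusted p = 0.00286), and miR5642a,b rose by 2.65 (SE 0.42, adjusted p = 0.000691). By genome-mapped reads the values were 4.54 (miR2936), 4.50 (miR8176), 1.22 (miR2111b-3p), 1.15 (miR399c-5p) and 1.16 (miR5642a,b), and of the phosphate set 2 then rose and 3 fell. miR2936, miR8176, miR169b-5p,c, miR169b-3p, miR166a-5p,b-5p, miR165a-5p, miR2111b-3p, miR399c-5p and miR5642a,b kept the call in each of 6 fits without 1 library.

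**Figure D4:**
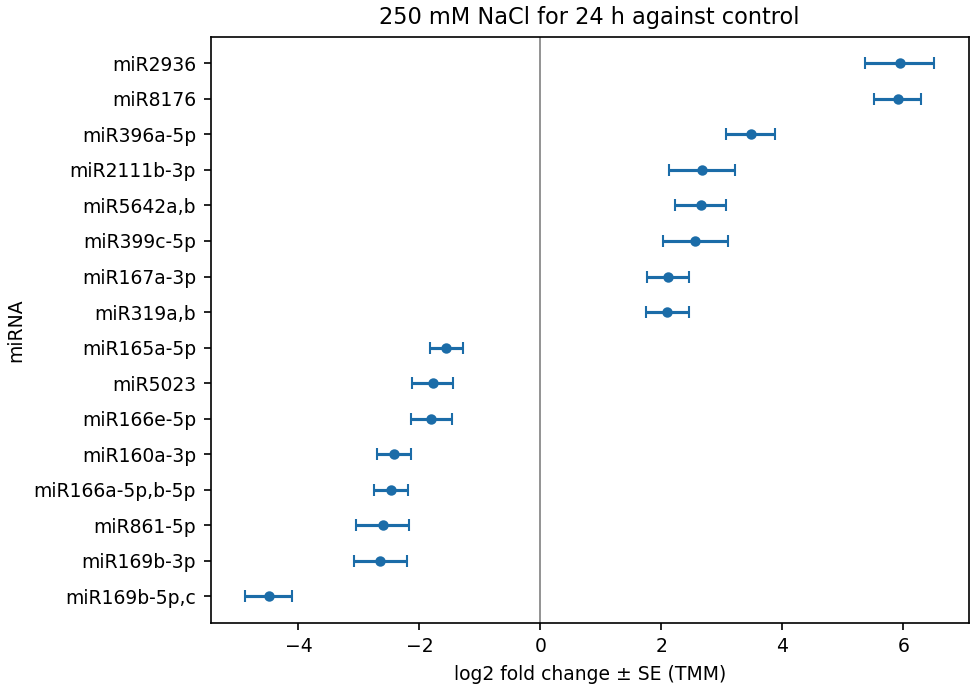
The 8 highest and 8 lowest log2 fold changes (± SE, n = 3) among called miRNAs under salinity whose CPM did not overlap between control and stress, scaled by TMM. The miR8176 sequence lies inside an annotated snoRNA.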

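miR157a-5p,b-5p,c-5p, the most abundant miRNA of these libraries and a repressor of SPL factors, was at 0.15 (SE 0.19, adjusted p = 0.556) under salinity by edgeR's quasi-likelihood test. miR162a-3p,b-3p, which represses DCL1, was at 0.31 (SE 0.28, adjusted p = 0.418), and miR775 (chromosome 1, 29422546 to 29422565 of TAIR10.1) at 0.72 (SE 0.31, adjusted p = 0.0996), from 411 ± 81.0 to 717 ± 161 CPM. None of the 3 was called. Scaled by genome-mapped reads they were at -1.30 (miR157a-5p,b-5p,c-5p), -1.15 (miR162a-3p,b-3p) and -0.73 (miR775). A blot loaded by total RNA, with U6 as its control, refers a miRNA to other RNA, and the TMM values refer it to other miRNAs. On the paper's blots these 3 were increased, the opposite direction to their values by genome-mapped reads. miR157a-5p,b-5p,c-5p was called with total-count scaling (adjusted p = 0.0431). miR775 was called with a joint fit of all libraries and total-count scaling (adjusted p as low as 0.03) and without NaCl+ replicate 3 (0.83, adjusted p = 0.0399).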

Figure 2 shows Northern hybridization confirming increased levels of the selected miRNAs: 157, 162, and miR775 upon salinity stress. Other salinity responsive miRNAs with a less profound fold change but still statistically significant can be found in Table S3E. Almost half of the salinity stress-responsive miRNAs were also found among microRNAs with their expression profile changed in drought. This supports the existence of a cross-talk between metabolic pathways involved in both abiotic stresses.

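Salinity and severe drought both raised miR2111b-3p, miR2936, miR408-3p, miR159a and miR447c-5p, and both lowered miR160a-3p, miR319b.2 and miR166a-5p,b-5p. By genome-mapped reads the salinity values of miR159a and miR447c-5p turned to -0.48 and -0.15. Of 52 miRNAs called under salinity 21 (40.4%) were also called in mild or severe drought. Among the 141 miRNAs tested in all 3 comparisons, 18 were shared where 9.05 would be by independent calls (Fisher's exact p = 0.000192 across miRNAs, which are not independent replicates). In severe drought 8 rose in both, against 2.77 by independent calls, 8 fell in both, against 2.33, and 4 went opposite ways. The opposite ones were miR167a-3p, miR172b-5p,e-5p, miR396b-3p and miR408-5p, for example miR167a-3p, at 2.10 (SE 0.35, adjusted p = 0.000749) under salinity by edgeR's quasi-likelihood test. The 2 experiments had separate controls and different tissue, leaves for drought and seedlings for salinity. By the paper's test the share was 46.5%. With genome-mapped reads as the scaling it was 15.4%, with 22.0 expected and 16 found, fewer than by independent calls (Fisher's exact p = 0.00377 across miRNAs). The excess of shared calls thus depended on the scaling. That scaling gave 2 shared rises with severe drought, against 0.466 expected, and 11 shared falls, against 10.5. With total miRNA counts 12 rose in both, against 4.82, and 5 fell in both, against 1.40. The paper takes the overlap as support for a cross-talk between pathways of the 2 stresses.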

**Table 5:** **Salinity (NaCl+) stress affected** ***Arabidopsis*** **miRNAs revealed by high-throughput small RNA NGS**.

**NaCl+**					
**MiRNA**	**FC**	**MiRNA**	**FC**	**MiRNA**	**FC**
miR156a-3p	2.18	**miR396a-3p**	3.80	**miR858b**	3.38
miR156b-3p	2.33	miR396a-5p	11.66	**miR861-5p**	0.18
miR156c-3p	1.54	miR396b-5p	3.39	**miR861-3p**	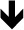
**miR157a-5p,b-5p,c-5p**	1.20	**miR396b-3p**	3.22	**miR2111b-3p**	7.63
miR159a	2.11	miR397a	2.04	**miR2111a-5p,b-5p**	2.52
miR159b-3p	2.89	**miR399a**	3.97	**miR2936**	78.84
**miR160a-3p**	0.21	**miR399c-5p**	6.39	**miR3434-5p**	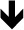
**miR162a-3p,b-3p**	1.34	**miR399d**	3.56	**miR3440b-5p**	18.65
**miR164c-3p**	4.49	miR408-3p	4.43	**miR3932b-5p**	5.58
miR165a-5p	0.39	**miR447a.2-3p**	2.36	**miR4228-3p**	1.87
miR166a-5p,b-5p	0.20	**miR447c-5p**	2.73	**miR5023**	0.32
miR166e-5p	0.33	**miR771**	0.23	**miR5028**	2.93
miR167a-3p	4.70	**miR775**	1.75	**miR5632-3p**	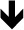
miR169b-5p,c	0.05	**miR780.2**	0.14	**miR5638a**	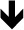
miR169h,i,j,k,l,m,n	0.41	**miR823**	2.70	**miR5638b**	0.18
miR171a-3p	2.03	**miR824-3p**	2.73	**miR5642a,b**	6.65
miR171b-3p,c-3p	2.88	**miR829-3p.1**	0.44	**miR5648-5p**	6.43
**miR172b-5p,e-5p**	4.01	**miR831-5p**	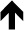	**miR5650**	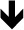
**miR172c,d-3p**	0.46	**miR833b**	2.94	**miR5653**	1.55
**miR172e-3p**	0.42	**miR834**	2.90	**miR5999**	1.61
miR319a,b	4.74	**miR843**	1.57	**miR8176**	70.60
**miR319b.2**	0.45	**miR850**	1.53	**miR8181**	0.21
**miR319c.2**	0.48	**miR851-3p**	0.23		

*NGS results were suggested by One-Way Anova test (p ≤ 0.05). MiR 831-5p level could not be determined due to no read counts obtained under control conditions. MiRs: 861-3p, 3434-5p, 5632-3p, 5638a, 5650 levels could not be determined due to no read counts obtained under stress conditions. New salinity stress responsive Arabidopsis miRNAs unknown until now are shown in bold. FC means fold change*.

#### MicroRNAs responsive to copper deficiency

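Without copper the frequent strands of the HD-ZIP III regulators rose, miR165a-3p,b by 0.76 (SE 0.16, adjusted p = 0.0234) and miR166a-3p,b-3p,c,d,e-3p,f,g by 0.72 (SE 0.15, adjusted p = 0.0218), by edgeR's quasi-likelihood test. miR168a-5p,b-5p, which represses AGO1, rose by 0.48 (SE 0.12, adjusted p = 0.0312) from 24574 ± 1880 to 31419 ± 486 CPM, and miR167c-3p (chromosome 3, 1306630 to 1306652 of TAIR10.1) by 1.01 (SE 0.27, adjusted p = 0.0459). miR5642a,b rose by 0.83 (SE 0.21, adjusted p = 0.0358). Of the 5 miR165 and miR166 sequences 2 rose (camera adjusted p = 0.0615 with a fixed correlation and adjusted p = 0.567 with an estimated correlation), and 55 of the 162 miRNAs tested without copper separated from control without overlap in CPM, which chance gives to 10% of miRNAs. Adjusted p passed 0.05 for miR165a-3p,b in 5 of 6 fits without 1 library (adjusted p up to 0.192) and with RLE scaling and a joint fit of all libraries (adjusted p up to 0.0666), miR166a-3p,b-3p,c,d,e-3p,f,g in 4 of 6 fits without 1 library (adjusted p up to 0.192) and with RLE scaling, DESeq2 and a joint fit of all libraries (adjusted p up to 0.0625), miR168a-5p,b-5p when any 1 library was omitted (adjusted p up to 0.252) and with RLE scaling, total-count scaling, no read filter, DESeq2 and a joint fit of all libraries (adjusted p up to 0.271), miR167c-3p when any 1 library was omitted (adjusted p up to 0.231) and with RLE scaling, total-count scaling, scaling by genome-mapped reads, no read filter and a joint fit of all libraries (adjusted p up to 0.188) and miR5642a,b when any 1 library was omitted (adjusted p up to 0.228) and with RLE scaling, total-count scaling, no read filter, DESeq2 and a joint fit of all libraries (adjusted p up to 0.121).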

Thirty six new copper deficiency responsive miRNAs were identified when NGS approach was used (Table S3F, Table 6). The elevated level of a few miRNAs selected from the above group was confirmed by Northern hybridization (Figure 3) and TaqMan® miRNA assays (Figure S2). The increased level of the most important known Cu deficiency responsive miR398 (Sunkar et al., 2012) was also verified by Northern hybridization (data not shown; the tendency of the level change obtained by NGS for this miRNA—its upregulation—was maintained, although its change was not statistically significant). 

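miR398, which represses copper/zinc superoxide dismutases, was not called without copper. miR398b-3p,c-3p was at 0.27 (SE 0.39, adjusted p = 0.701) by edgeR's quasi-likelihood test, from 3.59 ± 1.77 to 3.94 ± 1.07 CPM, miR398b-5p,c-5p at 0.17 (SE 0.31, adjusted p = 0.771) and miR398a-5p at -0.14 (SE 0.24, adjusted p = 0.727). miR398a-3p had too few reads for a test, at 0 ± 0 and 0.079 ± 0.137 CPM in control and stress (SD, n = 3). Of 8 tested copper-response sequences 1 rose, miR408-5p (chromosome 2, 19319866 to 19319886 of TAIR10.1) by 0.51 (SE 0.13, adjusted p = 0.0368) (camera adjusted p = 0.785 with a fixed correlation and adjusted p = 0.867 with an estimated correlation). Changing a setting or omitting a library ended the call of miR408-5p when any 1 library was omitted (adjusted p up to 0.221) and with RLE scaling, total-count scaling, no read filter, DESeq2 and a joint fit of all libraries (adjusted p up to 0.245).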

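Among miRNAs past the read filter, miR8175 had the largest fall in 2 of the metal stresses. The search for other annotated RNAs covered exact genome matches only, so a fragment of another RNA was not excluded for miR8175. Without copper it fell by 1.66 (SE 0.27, adjusted p = 0.0136), from 544 ± 53.4 to 158 ± 67.0 CPM, and with cadmium it fell by 1.18 (SE 0.17, adjusted p = 0.0119), by edgeR's quasi-likelihood test. miR824-5p, which represses AGL16, fell by 0.78 (SE 0.18, adjusted p = 0.0292) without copper, with cadmium it fell by 0.81 (SE 0.21, adjusted p = 0.0351), and the TAS1 and TAS2 trigger miR173-5p fell by 0.61 (SE 0.14, adjusted p = 0.0292) without copper. edgeR called 17 miRNAs without copper, 18 with cadmium and 2 under copper excess, the one-way F test on CPM 46, 39 and 23, and DESeq2 12, 16 and 4. A joint fit of the 18 libraries called 6, 2 and 2. Single omissions took the count without copper to between 0 and 17 and that with cadmium to between 2 and 24. Other fits lost the calls of miR8175 (Cu-) without Cu- replicate 3 (adjusted p = 0.0514), miR824-5p (Cu-) in 5 of 6 fits without 1 library (adjusted p up to 0.165), miR173-5p (Cu-) in 5 of 6 fits without 1 library (adjusted p up to 0.185) and with a joint fit of all libraries (adjusted p = 0.0555), miR8175 (Cd+) with a joint fit of all libraries (adjusted p = 0.0781) and miR824-5p (Cd+) in 4 of 6 fits without 1 library (adjusted p up to 0.245) and with scaling by genome-mapped reads and a joint fit of all libraries (adjusted p up to 0.0716).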

From the metal stresses analyzed, copper deficiency stress led to the largest number of mature miRNA responses suggesting serious disturbances in plant metabolism upon the lack of copper.

**Table 6:** **Copper deficiency (Cu−), copper excess (Cu+), cadmium excess (Cd+), and sulfur deficiency (S−) stresses affected** ***Arabidopsis*** **miRNAs revealed by high-throughput small RNA NGS**.

**Cu−**		**Cu+**		**Cd+**	
**MiRNA**	**FC**	**MiRNA**	**FC**	**MiRNA**	**FC**
**miR159a**	1.84	**miR169d,e,f-5p,g-5p**	0.79	**miR156f-3p**	2.84
**miR159b-3p**	2.44	**miR169a-3p**	0.29	**miR157a-3p,b-3p**	2.22
**miR162a,b-5p**	1.27	**miR319a,b**	3.27	**miR159b-3p**	2.11
**miR165a-3p,b**	1.56	**miR394a,b-5p**	3.59	**miR167c-3p**	1.58
**miR166a-3p,b-3p,c,d,e-3p,f,g**	1.51	**miR400**	0.78	**miR319a,b**	3.14
**miR167c-3p**	1.86	**miR771**	0.48	**miR396b-3p**	1.90
**miR168b-3p**	2.29	**miR829-5p**	0.25	**miR400**	0.47
**miR169g-5p,f-5p,d,g**	0.70	**miR837-3p**	0.85	**miR847**	2.52
**miR171a-5p**	3.40	**miR841a-3p**	1.56	**miR851-3p**	2.19
**miR319a,b**	2.36	**miR843**	1.93	**miR3440b-5p**	5.29
**miR319b.2**	1.40	**miR847**	2.25	**miR5640**	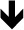
**miR396a-3p**	1.99	**miR5632-3p**	1.90	**miR5641**	0.49
**miR400**	0.54	**miR5664**	1.58	**miR5996**	1.21
**miR472-3p**	1.98	**miR8175**	0.49	**miR8175**	0.43
**miR781a,b**	0.34	**S−**			
**miR830-5p**	0.16	**MiRNA**	**FC**	**MiRNA**	**FC**
**miR843**	1.60	**miR173-5p**	0.77	**miR2111a-3p**	2.04
**miR847**	3.14	miR395a,d,e	2.13	**miR5632-3p**	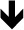
**miR5012**	0.21	**miR319b.2**	1.22	**miR5638b**	0.44
**miR5642a,b**	1.63	**miR403-5p**	2.09	**miR8172**	0.45
**miR8171**	1.42	**miR771**	0.28		
**miR8175**	0.29	**miR2111a-5p,b-5p**	1.27		

*NGS results were suggested by One-Way Anova test (p ≤ 0.05). MiRs: 5632-3p and 5640 levels could not be determined due to no read counts obtained under stress conditions. New Cu−, Cu+, Cd+, S− stresses responsive Arabidopsis miRNAs unknown until now are shown in bold. FC means fold change*.

#### MicroRNAs responsive to copper excess

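Under copper excess miR394a,b-5p, a regulator of the F-box gene LCR, went from 7.8 ± 4.41 to 28.0 ± 2.6 CPM, a log2 fold change of 1.85 (SE 0.42, adjusted p = 0.11) by edgeR's quasi-likelihood test. miR841a-3p (chromosome 4, 2184422 to 2184442 of TAIR10.1) was at 0.68 (SE 0.16, adjusted p = 0.11), miR8175 was lower by 1.00 (SE 0.30, adjusted p = 0.187), and the trans-acting siRNA trigger miR173-5p was at -0.47 (SE 0.13, adjusted p = 0.177). None of these 4 was called, and at an unadjusted p under 0.05 11 miRNAs were higher and 9 lower. The paper's table lists 8 sequences tested here, of which 2 were called. miR394a,b-5p was called with DESeq2 (adjusted p = 0.000801) and without C replicate 2 (1.44, adjusted p = 0.0345).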

All identified miRNAs responding to Cu excess by NGS approach (*p* ≤ 0.05) are presented in Table S3G, while Table 6 shows examples of new miRNAs most profoundly responsive to Cu toxicity detected in Arabidopsis 15-day old seedlings. Several miRNAs that responded significantly to Cu deficiency stress were also responsive under Cu excess (miR165ab, miR166, miR319, miR400). This suggests their general role in the copper homeostasis maintenance in Arabidopsis. 

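miR319a,b and miR843 were called higher without copper and, in the unpaired fit, under copper excess, and the HD-ZIP III regulators miR165 and miR166 were called without copper. Under copper excess miR165a-3p,b was at 0.37 (SE 0.15, adjusted p = 0.372) and miR166a-3p,b-3p,c,d,e-3p,f,g at 0.33 (SE 0.14, adjusted p = 0.384) by edgeR's quasi-likelihood test, in the same direction without a call, and a direct test of Cu- against Cu+ called 0 of 166 miRNAs (27 at an unadjusted p under 0.05, 2 by DESeq2), so a difference of miR165 or miR166 between lack and excess was not shown. miR843 rose by 0.80 (SE 0.17, adjusted p = 0.0234) without copper. With Cu+ and C libraries paired by number edgeR called 0 under copper excess (miR319a,b at 1.73 (adjusted p = 0.0687), miR843 at 0.98 (adjusted p = 0.0552)), so no call was then shared, and the overlap below is that of the unpaired fit. Over the 158 miRNAs tested in both, the 2 shared rises compare with 0.165 by independent calls, and 0 falls were shared, with 0 possible. The 2 comparisons share the control libraries. In 50 simulations with shared controls and no effect the mean overlap was 0.04 and the highest 1. Those simulations made a mean of 1.54 calls over all 9 comparisons, too few to gauge the overlap among the real calls. How much of the excess comes from the shared controls stays open. The overlap was 0 with total miRNA counts as the scaling and 12 by the one-way F test on CPM. The paper proposes a general role of miR165, miR166, miR319 and miR400 in copper homeostasis. Omissions or other settings removed the call of miR843 when any 1 library was omitted (adjusted p up to 0.185) and with a joint fit of all libraries (adjusted p = 0.0579).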

The level changes of these miRNAs were confirmed by Northern hybridization (Figure 3). Twenty-four hours Cu excess stress treatment of Arabidopsis seedlings had less of an impact on changes in miRNA levels than it was in the case of Cu deprivation stress. This also suggests the more deleterious effect of copper deficiency than copper excess on plant growth and development (Abdel-Ghany and Pilon, 2008).

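Set directly against copper excess, copper deficiency showed 0 called differences among 166 tested miRNAs. The smallest p belonged to miR393a-3p, from the hairpin of a regulator of auxin receptors, lower without copper at -1.29 (SE 0.28, adjusted p = 0.149) by edgeR's quasi-likelihood test, and to miR472-3p, which targets NB-LRR transcripts, higher at 0.79 (SE 0.18, adjusted p = 0.149). miR846-3p was at -0.69 (SE 0.17, adjusted p = 0.149), miR390a-5p,b-5p at 1.03 (SE 0.29, adjusted p = 0.172) and miR408-3p at 0.63 (SE 0.19, adjusted p = 0.172). These 5 were chosen after the values were seen. At an unadjusted p under 0.05, 8 were higher and 19 lower without copper, DESeq2 called 2, and RLE scaling, total miRNA counts and genome-mapped reads gave 0 in edgeR. The paper proposes, from the numbers of responding miRNAs, that lack of copper does more harm than excess.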

#### MicroRNAs responsive to cadmium excess

Over 50 new cadmium responsive miRNAs were detected by NGS approach (Table S3H). Examples of the newly discovered miRNAs that responded the most profoundly to Cd toxicity are shown in Table 6. 

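Cadmium raised strands of the miR396 precursors, whose guides repress growth-regulating factors: miR396b-3p by 0.97 (SE 0.20, adjusted p = 0.0145) from 56.7 ± 15.4 to 108 ± 14.9 CPM, and miR396a-3p by 0.98 (SE 0.24, adjusted p = 0.0309), by edgeR's quasi-likelihood test. Of the 4 tested miR396 strands 2 rose (camera adjusted p = 0.201 with a fixed correlation and adjusted p = 0.569 with an estimated correlation). miR5641 (chromosome 5, 9023268 to 9023288 of TAIR10.1) fell by 1.01 (SE 0.22, adjusted p = 0.022), miR837-3p fell by 0.70 (SE 0.14, adjusted p = 0.0145) and the NF-YA regulator miR169a-5p fell by 0.66 (SE 0.16, adjusted p = 0.0309). In other fits the test no longer called miR396b-3p without C replicate 1 or Cd+ replicate 2 (adjusted p up to 0.0703) and with a joint fit of all libraries (adjusted p = 0.0812), miR396a-3p without C replicate 1 or Cd+ replicates 2 or 3 (adjusted p up to 0.0873) and with a joint fit of all libraries (adjusted p = 0.0745), miR5641 in 5 of 6 fits without 1 library (adjusted p up to 0.123) and with DESeq2 and a joint fit of all libraries (adjusted p up to 0.0781), miR837-3p in 5 of 6 fits without 1 library (adjusted p up to 0.0918) and with a joint fit of all libraries (adjusted p = 0.0551) and miR169a-5p in 5 of 6 fits without 1 library (adjusted p up to 0.168) and with scaling by genome-mapped reads and a joint fit of all libraries (adjusted p up to 0.121).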

The level changes of selected miRNAs were also supported by Northern hybridization (Figure 3). Additionally, miR164 was tested, since it was previously reported as a potential novel Cd responsive miRNA in soybean (NGS data show the same tendency but are statistically insignificant) (Fang et al., 2013). 

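miR164a,b-5p, which represses NAC transcripts, went from 7470 ± 1226 to 7557 ± 872 CPM with cadmium (SD, n = 3), a log2 fold change of 0.04 (SE 0.15, adjusted p = 0.935) by edgeR's quasi-likelihood test. miR164c-5p (chromosome 5, 9852684 to 9852704 of TAIR10.1) was at 0.31 (SE 0.16, adjusted p = 0.249). Neither was called, and the 2 miR164 strands gave camera adjusted p = 0.774 with a fixed correlation and adjusted p = 0.832 with an estimated correlation.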

MiR173 that is known to be involved in *trans*-acting small interfering RNAs (ta-siRNAs) biogenesis (Yoshikawa et al., 2013) was also tested, since ta-siRNAs production involved miRNA390 was reported to be repressed in roots upon Cd toxicity (Mendoza-Soto et al., 2012). MiR164 and miR173 were affected (increased and decreased, respectively) upon Cd stress in Arabidopsis seedlings while the level of miR390 was not changed (data not shown). 

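miR173-5p, the trigger of TAS1 and TAS2 siRNAs, fell with cadmium from 2863 ± 317 to 1793 ± 106 CPM, a log2 fold change of -0.65 (SE 0.12, adjusted p = 0.0145) by edgeR's quasi-likelihood test, at chromosome 3, 8236161 to 8236182 of TAIR10.1. miR390a-5p,b-5p, the TAS3 trigger, was at 0.51 (SE 0.24, adjusted p = 0.223) and was not called. Of 4 tested strands of both precursors 1 fell (camera adjusted p = 0.8 with a fixed correlation and adjusted p = 0.832 with an estimated correlation). A call was lost for miR173-5p in 4 of 6 fits without 1 library (adjusted p up to 0.149) and with a joint fit of all libraries (adjusted p = 0.0812). miR390a-5p,b-5p was called with no read filter (adjusted p = 0.0272).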

The results show that cadmium excess stress exerts a broad miRNA response in Arabidopsis. This suggests that although cadmium is a deleterious toxic agent in general, it can possibly induce several serious miRNA-guided metabolic rearrangements, helping a plant to survive in the cadmium polluted soil.

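Cadmium changed single members of regulatory families. Of the SPL-repressing miR156 and miR157 3 of 12 rose, the least of them miR156b-3p by 0.60 (SE 0.16, adjusted p = 0.0399) (camera adjusted p = 0.205 with a fixed correlation and adjusted p = 0.569 with an estimated correlation; the median of 0.05 turned to -0.01 by genome-mapped reads), and miR843 rose by 0.53 (SE 0.13, adjusted p = 0.0335), by edgeR's quasi-likelihood test. Of 160 tested miRNAs 46 did not overlap between control and stress in CPM, where chance gives 10%. miRNAs that target PPR and NB-LRR transcripts (miR161, miR400, miR472, miR825) had 1 of 6 lower (camera adjusted p = 0.219 with a fixed correlation and adjusted p = 0.759 with an estimated correlation). The paper proposes that cadmium sets off miRNA-guided metabolic changes that help the plant survive. Not called in every fit were miR156b-3p in 5 of 6 fits without 1 library (adjusted p up to 0.145) and with total-count scaling, scaling by genome-mapped reads and a joint fit of all libraries (adjusted p up to 0.216) and miR843 when any 1 library was omitted (adjusted p up to 0.158) and with total-count scaling, scaling by genome-mapped reads, no read filter and a joint fit of all libraries (adjusted p up to 0.196).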

#### MicroRNAs responsive to sulfur deficiency

It is well established that miR395 is induced during sulfur deprivation in Arabidopsis (Jagadeeswaran et al., 2014). The small RNA NGS results obtained in this study for sulfur deficiency treated Arabidopsis 14 day-old seedlings confirmed miR395 induction. 

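miR395, which acts on sulfate transporters and ATP sulfurylases, had higher means without sulfur and was not called. miR395a,d,e went from 2.39 ± 1.61 to 5.1 ± 0.64 CPM (SD, n = 3), a log2 fold change of 1.11 (SE 0.48, adjusted p = 0.705) by edgeR's quasi-likelihood test, and miR395b,c,f from 6.19 ± 4.85 to 9.54 ± 6.31 CPM, 0.64 (SE 0.75, adjusted p = 0.876). With 10.0 mean reads of miR395a,d,e in control and 21.7 in S- libraries, counting error is large. The 2 sequences as a set gave camera adjusted p = 0.105 with a fixed correlation and adjusted p = 0.648 with an estimated correlation, and adjusted over the list alone 0 was called.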

Generally, the NGS revealed a low number of affected miRNAs and additionally subtle level changes to sulfur deprivation (0.5 ≤ fold change ≤ 1.5) (Table S3I). 

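Without sulfur 0 of 161 tested miRNAs were called by edgeR, and DESeq2, RLE scaling, total miRNA counts and genome-mapped reads gave 0 as well. At an unadjusted p under 0.05 3 miRNAs were higher and 5 lower, and by the one-way F test on CPM 3 and 12. The regulator of TCP factors miR319a,b, which rose under metals, was not called here, and neither was the phosphate-responsive miR2111a-5p,b-5p, at 0.38 (SE 0.23, adjusted p = 0.821) by edgeR's quasi-likelihood test. The test found 93.0% of simulated 4-fold changes at this depth, with 40 miRNAs changed in each draw. The spread was that of all libraries of the 24 h treatments. With few changed miRNAs the adjustment is stricter, so single large changes without sulfur could have been missed more often than that.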

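miR403-5p, the star of an AGO2 regulator, and miR2111a-3p had too few reads for a test in the sulfur comparison. miR403-5p was at 0.645 ± 0.155 and 1.35 ± 0.415 CPM and miR2111a-3p at 0.961 ± 0.616 and 1.96 ± 0.178 CPM in control and stress (SD, n = 3), with ratios of 2.09 and 2.04. For miR395a,d,e the ratio of mean CPM was 2.13. The paper's test, the one-way F test on CPM, gave p = 0.0517 for miR403-5p, p = 0.054 for miR2111a-3p and p = 0.0534 for miR395a,d,e, all unadjusted.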

Only a few miRNAs: 395a,d,e, 403-5p, and 2111a-3p had a two-fold higher level in comparison to control conditions (Table 6). MicroRNAs that we have shown to be responsive to other abiotic stresses were tested for their response to sulfur deficiency. 

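miR162a-3p,b-3p, which represses DCL1, went from 342 ± 26.7 to 377 ± 33.7 CPM without sulfur (SD, n = 3), a log2 fold change of 0.18 (SE 0.12, adjusted p = 0.821) by edgeR's quasi-likelihood test. miR173-5p, the trans-acting siRNA trigger, was at -0.34 (SE 0.11, adjusted p = 0.629). Neither was called, and the set of DCL1, AGO1 and AGO2 regulators (miR162, miR168, miR403) gave camera adjusted p = 0.716 with a fixed correlation and adjusted p = 0.807 with an estimated correlation.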

The Northern hybridization showed miR162 induction and miR173 downregulation (Figure 3, NGS data show the same tendency but are statistically insignificant). These studies show that Arabidopsis miRNAs are not generally sensitive to sulfur deficiency.

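Without sulfur 2 sets passed the test with a fixed correlation and not with an estimated one, and none of their members was called. For the NF-YA regulators of the miR169 family 5 of 5 lay below 0, with 0 called, 2 adjusted over the list alone, and camera adjusted p = 0.00049 with a fixed correlation and adjusted p = 0.408 with an estimated correlation. For miR159 and miR319 3 of 3 lay above 0, with 0 called and camera adjusted p = 0.037 with a fixed correlation and adjusted p = 0.408 with an estimated correlation, and miR319a,b at 0.81 (SE 0.36, adjusted p = 0.705) by edgeR's quasi-likelihood test. The 2 sets are 2 of 18 tested in this comparison. The paper concludes that Arabidopsis miRNAs are not generally sensitive to lack of sulfur.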

### General stress-responsive microRNAs

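2 miRNAs were called in 4 of the 9 stress comparisons, the GAMYB-like regulator miR159a and the TCP regulator miR319a,b, and both rose each time. For miR319a,b 1 of the 4 is copper excess, where the fit paired by replicate number had adjusted p = 0.0687, which leaves 3. miR159a (chromosome 1, 27713234 to 27713254 of TAIR10.1) rose by 1.12 (SE 0.25, adjusted p = 0.0145) in severe drought, 0.97 (SE 0.28, adjusted p = 0.0189) under salinity (-0.48 by genome-mapped reads), 1.00 (SE 0.18, adjusted p = 0.0145) without copper and 0.79 (SE 0.20, adjusted p = 0.0335) with cadmium, by edgeR's quasi-likelihood test (n = 3 libraries per group). Over the 9 comparisons 81 miRNAs were called at least once and 40 at least 2 times. The salinity, copper and cadmium comparisons share their control. In 50 simulations with that sharing and no effect the mean number called in 4 or more stresses was 0.02 and the highest 1. They made a mean of 1.54 calls over the 9 comparisons, too few to gauge recurrence among the real calls. How much of the recurrence comes from the shared control stays open. In the real data the number called in 4 or more stresses was 0 with total miRNA counts or genome-mapped reads as the scaling, 4 with DESeq2 and 19 by the one-way F test on CPM. edgeR's test no longer called miR159a (D20) without D20 replicates 2 or 3 (adjusted p up to 0.0686), miR159a (NaCl+) without C replicate 3 (adjusted p = 0.0664), miR159a (Cu-) without C replicate 1 or Cu- replicates 1 or 3 (adjusted p up to 0.0671) and miR159a (Cd+) in 4 of 6 fits without 1 library (adjusted p up to 0.133) and with total-count scaling, scaling by genome-mapped reads and a joint fit of all libraries (adjusted p up to 0.0812).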

Throughout the experiments, miR319a/b, miR319b.2, and miR400 manifested as multi-stress responsive miRNAs (Figures 3, 4A). MiR400 happened to be decreased in all stress experiments conducted on Arabidopsis seedlings (Figures 3, 4A, Table 7). 

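miR400, which targets PPR transcripts and lies on chromosome 1, 2014950 to 2014970 of TAIR10.1, fell by 0.78 (SE 0.20, adjusted p = 0.0365) without copper and fell by 1.06 (SE 0.19, adjusted p = 0.0145) with cadmium, by edgeR's quasi-likelihood test. In the other seedling stresses it was not called: miR400 was at -0.35 (SE 0.32, adjusted p = 0.43) under salinity (-1.78 and called lower by genome-mapped reads), -0.32 (SE 0.18, adjusted p = 0.487) under copper excess, -0.30 (SE 0.21, adjusted p = 0.821) without sulfur, -0.25 (SE 0.35, adjusted p = 0.926) after 0.5 h of heat and 0.13 (SE 0.36, adjusted p = 0.96) after 6 h. The 5 comparisons with the C control share it, so their values for miR400 are not independent. Adjusted p passed 0.05 for miR400 (Cu-) in 5 of 6 fits without 1 library (adjusted p up to 0.185) and with scaling by genome-mapped reads and no read filter (adjusted p up to 0.0636) and miR400 (Cd+) in 4 of 6 fits without 1 library (adjusted p up to 0.0565).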

MiR319b.2 was increased in response to copper, cadmium, and sulfur deficiency stresses (Figures 3, 4A). However, miR319b.2 levels decreased in response to severe drought conditions, heat, and salinity stresses (Table 7, Figure 4A). 

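miR319b.2, a second-duplex RNA of the miR319b hairpin, rose without copper by 0.61 (SE 0.15, adjusted p = 0.0312) by edgeR's quasi-likelihood test, from 428 ± 34.5 to 599.9 ± 50.5 CPM. It was not called under copper excess, where miR319b.2 was at 0.11 (SE 0.15, adjusted p = 0.732), with cadmium (0.28, SE 0.16, adjusted p = 0.31) or without sulfur (0.34, SE 0.11, adjusted p = 0.629). All 4 comparisons used the same C libraries. Changing a setting or omitting a library ended the call of miR319b.2 when any 1 library was omitted (adjusted p up to 0.228) and with RLE scaling, total-count scaling, DESeq2 and a joint fit of all libraries (adjusted p up to 0.137).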

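Under salinity miR319b.2 fell by 1.23 (SE 0.32, adjusted p = 0.0108) and miR319c.2, its counterpart from the miR319c hairpin, fell by 1.15 (SE 0.32, adjusted p = 0.0173), by edgeR's quasi-likelihood test. In heat miR319b.2 was at -0.28 (SE 0.25, adjusted p = 0.792) after 0.5 h and -0.63 (SE 0.27, adjusted p = 0.415) after 6 h, and it was not called at either time. In mild drought it was at -0.02 (SE 0.19, adjusted p = 0.992), while in severe drought the 3 second-duplex RNAs fell. By genome-mapped reads miR319b.2 under salinity was at -2.70. miR319b.2 and miR319c.2 remained called whichever library was left out. At 6 h of heat miR319b.2 was called with DESeq2 (adjusted p = 0.0496).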

The levels of miRNA319a/b, like miR319b.2, were elevated under metal stresses. In contrast to miR319b.2, the levels of miRNA319a/b were also highly increased under salinity stress conditions.

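miR319a,b, a regulator of TCP transcription factors, was called higher in salinity and, by the unpaired fits, in all 3 metal stresses. Under salinity it rose from 2.26 ± 0.486 to 10.7 ± 0.32 CPM, a log2 fold change of 2.10 (SE 0.36, adjusted p = 0.000821) by edgeR's quasi-likelihood test and 0.68 by genome-mapped reads. The change was 1.36 (SE 0.33, adjusted p = 0.0312) without copper, 1.75 (SE 0.31, adjusted p = 0.0489) under copper excess and 1.68 (SE 0.30, adjusted p = 0.0145) with cadmium. miR319a,b was not called in severe drought (0.76, SE 1.02, adjusted p = 0.646), mild drought (-0.17, SE 0.42, adjusted p = 0.932) or heat (0.20, SE 0.37, adjusted p = 0.981 after 0.5 h, and 0.07, SE 0.30, adjusted p = 0.96 after 6 h). With Cu+ and C replicates paired by number, miR319a,b had an adjusted p of 0.0687 under copper excess. The rises share 1 set of control libraries, with 9.33 mean reads of miR319a,b. The paper states that miR319a/b, miR319b.2 and miR400 are general stress-responsive miRNAs. Other fits lost the calls of miR319a,b (Cu-) in 5 of 6 fits without 1 library (adjusted p up to 0.185) and with total-count scaling (adjusted p = 0.0573), miR319a,b (Cu+) in 5 of 6 fits without 1 library (adjusted p up to 0.226) and with total-count scaling (adjusted p = 0.0714) and miR319a,b (Cd+) without C replicate 1 or Cd+ replicate 2 (adjusted p up to 0.0565). No single omission ended the call of miR319a,b (NaCl+). In severe drought miR319a,b was called without C20 replicate 1 (3.10, adjusted p = 0.0232).

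**Figure D5:**
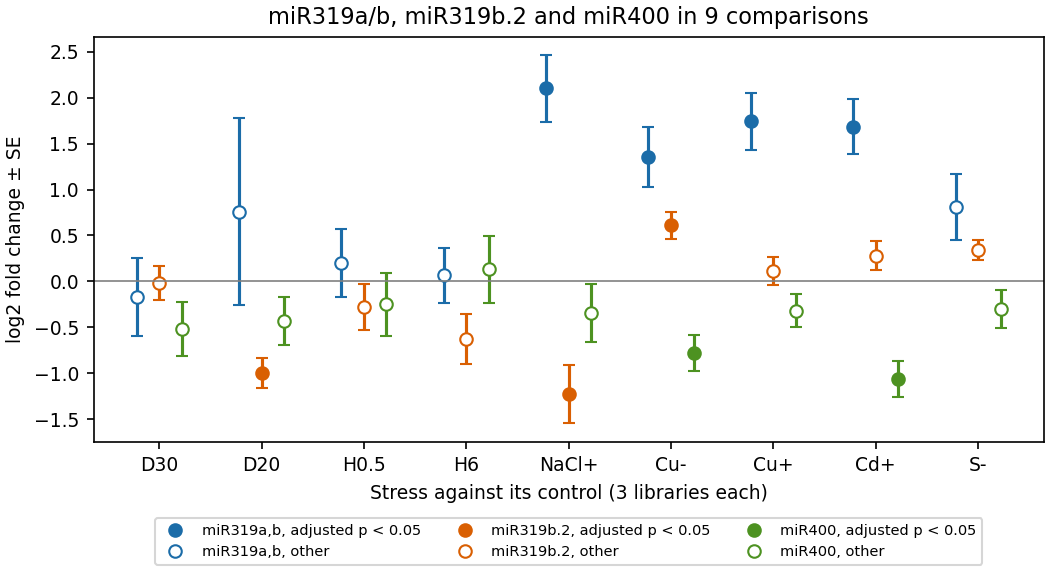
Log2 fold change ± SE of miR319a,b, miR319b.2 and miR400 in the 9 comparisons (n = 3 against 3); filled symbols have an adjusted p under 0.05.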

**Figure 4:**
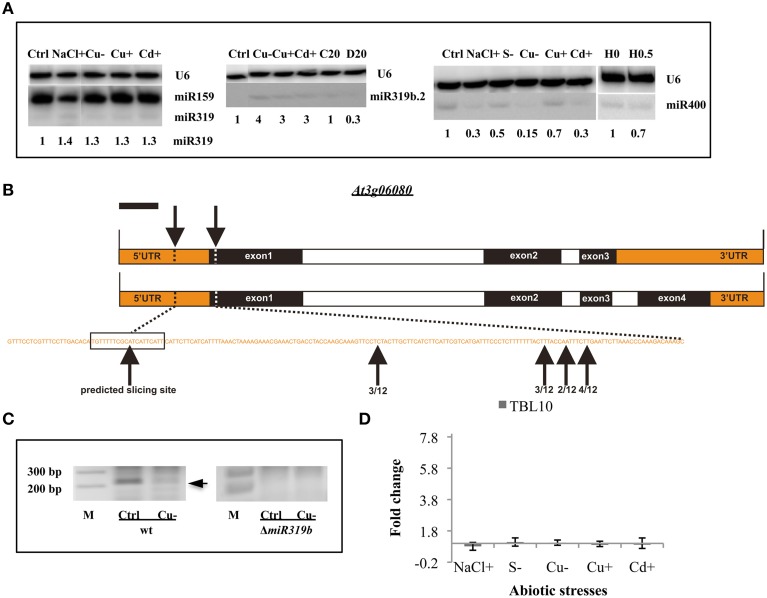
**General stress-responsive miRNAs**. **(A)** General abiotic stress responsive *Arabidopsis thaliana* miRNAs 319a/b, 319b.2, and 400 revealed by Northern hybridization under different abiotic stresses. The white lines separate signals from miRNAs and U6snRNA loading control as well as both signals for the following stress samples: NaCl+ and Cu− (for miR319a/b), control (Ctrl) and Cu− (for miR319b.2), Cd+ and H 0 (for miR400), all probed on the same blots. **(B)** The structure of the *TBL10* and the predicted as well as 5′RACE identified slicing sites within its mRNAs. **(C)** The agarose gels showing the miR319b.2 directed 3′-TBL10 mRNA cleavage products in wt plants and Δ*miR319b* mutant plants. Arrow points to the expected length of the 5′RACE product. **(D)** The RT-qPCR of the *TBL10* expression in wt plants under different abiotic stress conditions. Values on the chart are shown as the mean ± SD relative expression level from three independent experiments. Symbols representing various stresses are marked as described in the Figure 1.

**Table 7:** **General stress-responsive** ***Arabidopsis*** **microRNAs revealed by high-throughput small RNA NGS**.

**Stress**	**MiRNA**	**Fold change (NGS)**	***p*-value**
NaCl+	**miR400**	0.86	0.18
S**−**		0.79	0.14
Cu−		0.54	**0.003**
Cu+		0.78	**0.05**
Cd+		0.47	**0.002**
0.5 h heat		0.63	0.18
NaCl+	**miR319b.2**	0.45	**0.003**
S**−**		1.22	**0.03**
Cu−		1.40	**0.01**
Cu+		1.05	0.68
Cd+		1.19	0.27
20%SWCdrought		0.60	**0.01**
0.5 h heat		0.62	**0.02**
6 h heat		0.55	**0.001**
NaCl+	**miR319a,b**	4.74	**1.5E-05**
Cu−		2.36	**0.02**
Cu+		3.27	**0.02**
Cd+		3.14	**0.005**

*One-Way Anova test (p ≤ 0.05) statistically significant results are shown in bold*.

The previously identified putative miRNA319b.2 target gene (Sobkowiak et al., 2012) *At3g06080* mRNA that codes for Trichome Birefringence-like 10, TBL10 protein, was confirmed experimentally under copper deficiency stress. TBL10 belongs to the TBL protein family composed of 46 members that contain a plant-specific DUF231 domain. It has been shown that some members of this family are required for cellulose biosynthesis in Arabidopsis (Bischoff et al., 2010). Figure 4B shows the structure of the *TBL10* gene, which actually encodes two transcripts differing in the presence or lack of exon 4. Both mRNAs can be targeted by miR319b.2 within the 5′-UTR region (Figure 4B) (Sobkowiak et al., 2012). Using 5′RACE approach, it was aimed to experimentally confirm that TBL10 mRNAs could be cleaved by miR319b.2-guided RISC complex at the predicted site. The 5′RACE results showed mRNA fragments cut close but always downstream from the putative slicing site but never upstream of the predicted slicing site (Figure 4B). It was decided to compare the amount of putative TBL10 mRNA cleavage products in wt and Δ*miR319b* mutant plants under control and Cu deficiency conditions. The cleavage product was present under control conditions and to a lesser extent under Cu deficiency stress only in wt plants (Figure 4C). This experiment proves that the obtained 5′RACE products are linked to the presence of the miR319b.2. The level of the TBL10 mRNA in wt plants under different abiotic stresses studied was tested. RT-qPCR was performed using primers flanking the predicted slicing site for miRNA319b.2. Although the expected result was the downregulation of TBL10 target under Cu deficiency stress, the constant expression of *TBL10* was encountered there. The same results were obtained for other stresses applied to Arabidopsis 14-day old seedlings, where the level of miR319b.2 was increased. TBL10 mRNA level remained unchanged under different abiotic stresses can be the result of the fine tunning its expression. Presumably in the case of Cu deficiency, it is due to the presence of 3 CuREs (Copper Responsive Elements, GTAC sequences) within a 2.5 kb sequence upstream from TBL10 5′UTR, that contain important features in Cu responsiveness (Higo et al., 1999; Yamasaki et al., 2009).

Identification of general abiotic stress responsive microRNAs implies their involvement in the regulation of metabolic pathways that are activated upon different environmental stimuli.

## Discussion

Studies presented here concerned individually applied stresses and their impact on miRNA profiles in Arabidopsis. Stress-induced changes in microRNA levels will affect target gene expression. Target genes are mainly transcription factors thus a cascade of genes will be regulated influencing the basic functions of a plant.

The pri-miRNA expression changes observed under the different abiotic stresses here studied did not allow the prediction of the level of specific mature miRNAs. The detected lack of correlation between the pri-miRNAs and the abundance of mature miRNAs also varied significantly between stresses applied (Table 2, Figure S2). This might be due to extensive posttranscriptional regulation of microRNA biogenesis. Many microRNA genes are long and contain multiple introns. Therefore, the pri-miRNAs processing might be regulated by splicing, alternative splicing, alternative polyA site selection, pre-miRNA susceptibility to be processed to the mature microRNA and finally microRNA stability (Kai and Pasquinelli, 2010; Bielewicz et al., 2012; Yan et al., 2012; Köster et al., 2014). The proper 5′ splice site selection of a downstream intron and proximal, intronic polyA site selection in miR163 precursor determines pathogen-triggered accumulation of miR163 in Arabidopsis (Bielewicz et al., 2013; Szweykowska-Kulińska et al., 2013). Pri-miRNA structures also play regulatory role in plant response to hormone signaling. This is demonstrated by the generation of miR846 and miR842 from alternatively spliced isoforms. Both are functionally related, and their levels are regulated by abscisic acid (ABA). Upon exogenous ABA application to Arabidopsis seedlings, the level of miR846 is decreased. This level reduction is accompanied by a decrease in the level of an alternatively spliced isoform from which miR846 can be generated (Jia and Rock, 2013). The regulation of miRNA levels by alternative splicing can be induced by heat stress. MiR400 is encoded within an intron of a protein-coding gene and its level is decreased upon heat stress. High temperature induces alternative splicing that shifts miR400 from intronic to exonic localization, which inhibits its efficient processing from the stress-induced mRNA isoform (Yan et al., 2012). In our studies miR400 level is downregulated in various stresses including heat while its pri-miRNA is upregulated or remains constant, suggesting an important role of posttranscriptional regulation in this miRNA biogenesis.

Numerous new Arabidopsis miRNAs were detected in the present study. Some of them were already reported as stress-responsive miRNAs in other plant species, however many of newly discovered Arabidopsis miRNAs were never addressed concerning environmental stresses. It will be interesting to learn about the role of proteins encoded by mRNAs targeted by these novel, stress-responsive miRNAs in plant response to changing milieu.

Abiotic stresses generally induce the accumulation of reactive oxygen species (ROS) (Mittler, 2002), although it depends on the type and intensity of the stressor (Kruszka et al., 2012). Ozone is a model abiotic elicitor of ROS and 22 Arabidopsis ozone responsive miRNAs were identified, out of which 20 overlapped with cold, salt, osmotic and UV-B radiation stress responsive miRNAs (Iyer et al., 2012). Arabidopsis root hypoxia-responsive microRNAs were also identified and linked to developmental responses to low oxygen dependent on mitochondrial function (Moldovan et al., 2010), although another report stated that regulation of gene expression via miRNAs appeared to play a minor role during hypoxia (Licausi et al., 2011). It is well known that ROS plays a central role in coordinating defense signaling in plants in response to both biotic and abiotic stresses (Iyer et al., 2012). In the studies presented here the ROS responsive miRNAs (Iyer et al., 2012) could be identified as overlapping with those responding to different abiotic stresses analyzed (Tables 3–7). They included the members of such miRNA families, like miR156, 157, 159, 160, 164, 165, 166, 167, 168, 169, 171, 319, 394, 398 and 403 and supported the cross talk between different stress signaling pathways, probably mediated by ROS.

We also revealed four examples of miRNAs responding to a wide array of abiotic stresses: miR319a/b, miR319b.2, and miR400. Their broad response may be due to the numerous promoter response elements (RE) that can be found upstream of these *MIR* genes. For example *MIR*319b promoter contains 3 CCAAT boxes (heat shock RE), 5 MYC and at least 6 MYB elements (dehydration RE), at least 7 NGATT (RE controlling responses to a variety of environmental stimuli), 5 ACGT—ERD1 RE (early response to dehydration), 5 TGACY RE (activation of the ERF3 gene by wounding), and 8 CuREs (copper RE). There are also 1 ERE (ethylene-RE) and 2 GAREs (gibberellins-RE), often present in addition to other cis-acting elements in the promoters of rice metal responsive miRNA genes (Higo et al., 1999; Ding et al., 2011). However, transcriptional regulation is often followed by posttranscriptional control. For example the levels of miR319a/b are upregulated in salinity stress while the level of the miR319b.2 that is derived from the same precursor as the miR139b, is downregulated.

The miR319a/b targets belong e.g., to the family of TCP transcription factors implicated in growth control and therefore point to a role of miR319a/b in leaf development, floral organ identity, and flowering time (Palatnik et al., 2003; Schwab et al., 2005). Since a primary common effect of high concentrations of metals such as aluminum, copper, cadmium, or mercury is on root growth inhibition (Mendoza-Soto et al., 2012), one may presume this might be also due to miRNA319a/b induction under copper or cadmium excess stresses in seedlings. The involvement of miR319b in Arabidopsis copper homeostasis can be also deduced from its promoter sequence containing 8 CuREs (Higo et al., 1999).

Using 5′RACE approach TBL10 mRNA was confirmed as a new target for miR319b.2. However, under different abiotic stresses it did not change its expression level in comparison to control conditions. In the promoter region of the TBL10 gene the presence of many stress responsive elements was recorded, including 3 CuREs, 3 CCAAT sequences, 6 MYB and 8 MYC elements in addition to 6 ERD1 related elements (Higo et al., 1999). They can be found in different metal responsive genes including those encoding metal responsive miRNAs: 319, 390, 393, 398 (Mendoza-Soto et al., 2012). Therefore, we suggest that under abiotic stresses transcriptional induction of *TBL10* results in an increase of transcript level that is downregulated by an increase of miR319b.2 thereby resulting in a stable level of the TBL10 mRNA. It is known from previous studies that Arabidopsis miR319b.2 targets an intron-containing RAP2.12 mRNA isoform in adult plants (Sobkowiak et al., 2012). TBL10 is one of five protein-coding genes selected as putative targets for miR319b.2 although TBL10 mRNA was not cleaved by the miR319b.2 in the adult plants (Sobkowiak et al., 2012). On the contrary, the TBL10 miR319b.2 target was cleaved in Arabidopsis seedlings while the RAP2.12 mRNA isoform was not (data not shown). One may speculate that miR319b.2 is therefore able to recognize different targets at different Arabidopsis developmental stages and conditions.

Experiments presented in this work add new miRNA players in a complex network of gene expression regulation in plant response to a wide array of abiotic stresses. They include the group of newly identified miRNAs that are specific to particular stress conditions as well as of general multi-stress responsive miRNAs. The strong involvement of the latter to metal stresses may contribute to a better understanding of the roles of plant miRNAs during common stresses imposed on plants.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

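Small RNA libraries of 13 conditions with 3 biological replicates each, 39 in all, were taken from the deposited processed tables. Rosette leaves of 27-day-old plants (C30, D30) and 30-day-old plants (C20, D20) were sampled for drought, and whole seedlings of 15 days for heat (H0, H0.5, H6) and for salinity, copper, cadmium and sulfur treatments (C, NaCl+, Cu-, Cu+, Cd+, S-). The paper names 14-day-old seedlings for the start of the stress. D30 was compared with C30 and D20 with C20. H0.5 and H6 were both compared with H0, and the other 5 treatments with the same 3 C libraries.

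The authors made the deposited read counts by removing sequences shorter than 17 nt and matching the rest to the mature miRNAs of miRBase 21, with miR319a.2, miR319b.2, miR319c.2 and miR163.2 added, and by trimming unmatched reads at both ends for a second attempt. The CPM values in the same tables were made by the authors as reads over the total miRNA reads of the library, scaled to a fixed total, and averaged over the replicates of a group. The deposited ratio (fold change) is the mean CPM of the stress libraries over that of the control libraries. The deposited p-value comes from the authors' one-way F test on the CPM values (f_oneway of scipy.stats 0.15.1) without adjustment for the number of miRNAs. Per library, the authors also gave the number of reads, the reads mapped to the genome with Bowtie 1.0.0 (TAIR10) and the percent mapped, the reads counted as miRNAs and the number of miRNA names identified. The deposited RNA integrity number is a score made by the authors with an Agilent RNA Nano kit. RT-qPCR fold changes and p-values of pri-miRNAs were taken from the authors' supplementary table as they stand.

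The tables held 353 mature sequences of 19 to 24 nt for 431 miRNA names. Names with an identical mature sequence share 1 count and are written together, for example miR319a,b, since their reads cannot be told apart. Near-identical members of a family can exchange reads through the trimming step. All 353 sequences were found in TAIR10.1 by exact match, from which positions and overlapping genes were taken. Where both strands of a hairpin were counted, the one with fewer reads over all libraries was called the star and the other the guide, which gave 85 stars, 79 guides, 188 sequences without a counted partner and 1 ambiguous case. Read rank and function can differ: by reads miR160a-5p,b,c-5p, miR171b-3p,c-3p, miR398b-3p,c-3p and miR408-3p were stars, although they are the known regulators of their hairpins. Counts of stars and guides use read rank throughout, while partner strand in the text means the strand opposite the known regulator.

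The deposited values were checked against the counts. All 3177 p-values were equal to recomputed ones within 1e-06. Of 2611 fold changes 12 differed by more than 1%, and 566 had 0 reads in both groups. Of 13767 CPM values 37 differed by more than 2%, for 19 sequences of at most 3 reads in the 6 severe drought libraries. CPM was therefore recomputed from the counts.

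Libraries held 10238448 to 10741289 reads, of which 91.9 to 99.1% mapped to the genome and 1018693 to 5036688 were counted as miRNAs, with 290 to 330 names identified and integrity numbers of 8.0 to 9.3. Most miRNA reads belonged to a few sequences, so many of the other sequences rest on few reads.

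Counts were compared with edgeR 4.0.16 in R 4.3.3, with its quasi-likelihood test on the libraries of the 2 groups compared, TMM scaling, filterByExpr with a minimum count of 10, and Benjamini-Hochberg adjustment over the sequences kept. A miRNA was called at an adjusted p under 0.05. Besides the 9 stress comparisons, 3 further ones were made: 6 h against 0.5 h of heat, Cu- against Cu+, and the difference between severe and mild drought (all 12 drought libraries). The paper's own test, the one-way F test on CPM at an unadjusted p of 0.05 or less, was run beside it. The miRNA share of genome-mapped reads was compared by an exact permutation test. Spearman's rho between the pri-miRNA fold change and the mature log2 fold change was tested with 100000 permutations, and stars against guides among the calls with Fisher's exact test, each adjusted over the 9 comparisons.

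Gene sets were tested with camera of limma 3.58.1, once with a fixed correlation of 0.01 and once with the correlation estimated from the data, adjusted over the sets of a comparison. The 20 lists, written from miRNA family numbers, were the SPL module (miR156, miR157), MYB and TCP regulators (miR159, miR319), the second miR319 duplexes, auxin signalling (miR160, miR167, miR390, miR393), HD-ZIP III (miR165, miR166), AP2 (miR172), NF-YA (miR169), GRF (miR396), HAM (miR170, miR171), NAC (miR164), the miRNA machinery (miR162, miR168, miR403), triggers of trans-acting siRNAs (miR173, miR390, miR828), copper response (miR397, miR398, miR408, miR857), phosphate response (miR399, miR827, miR2111, miR778), sulfate response (miR395), PPR and NB-LRR regulators (miR161, miR400, miR472, miR825), flavonoid MYB regulators (miR828, miR858), ABA-linked miRNAs (miR842, miR846, miR394), sequences inside another annotated RNA, and star strands. Targets named beside a miRNA are general knowledge of these families and were not measured here.

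A miRNA was named for a comparison by a rule with 4 parts: every miRNA the paper names for that stress in its text or in its tables of fold changes, whose values in the paper had been seen; up to 8 of the highest and up to 8 of the lowest log2 fold changes among called miRNAs whose 3 stress and 3 control libraries did not overlap and which had a mean of at least 10 reads in the higher group; up to 4 members of each list with the smallest p; and miR319a,b, miR319b.2 and miR400 throughout. Any other named miRNA was chosen after its values were seen.

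The design, this rule, the lists and the alternatives were fixed before the data were examined, except for 1 alternative, the paper's test with p rounded to 2 decimals, which was chosen after seeing the data. The alternatives were RLE scaling, scaling by total miRNA counts (the paper's CPM) or by genome-mapped reads, no filter beyond 1 read, DESeq2 1.42.0, leaving out each library in turn, a fit with the replicate number as a block, the paper's test, an unadjusted p of 0.05 or less, and a joint fit of all libraries of an experiment. For rho they were a minimum of 100 mean reads, guide and unpaired sequences only, and sequences of a single precursor. The share of miRNA reads was also taken over all reads.

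The labels give every group replicates 1 to 3 without saying that a number marks a shared plant batch or day, and the paper speaks of 3 plant batches in drought without numbering them. Pairing was therefore read from the libraries, as the correlation of same-numbered libraries in their deviations from the group means. For H6 and H0 the 3 correlations were 0.33, 0.713 and 0.575, and for Cu+ and C 0.249, 0.321 and 0.199. In these 2 comparisons the numbers were taken to pair the libraries, and in the others not. This choice rests on the counts that were then tested. The same C libraries correlated at -0.347, -0.476 and 0.0384 with Cu- by number, so a shared batch is not established.

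The procedure was tested on simulated data, with 40 miRNAs changed 2-fold or 4-fold in each of 10 draws. Counts were drawn at the control means and library sizes of each comparison. The spread was estimated over all libraries of the experiment (drought, heat or the 24 h treatments), so it is not that of each comparison alone. Chance overlap with shared controls was looked at in 50 simulations without any effect, which made a mean of 1.54 calls over the 9 comparisons. So few calls cannot gauge the overlap among the real ones. The count of calls was repeated for all 10 splits of the 6 libraries of a comparison, and for 100 random splits of the drought libraries. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. Sequences with too few reads for the filter were left out of the tests and are given as CPM only. Northern blots, TaqMan assays and cleavage assays of the paper have no deposited values here and were not re-analysed.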

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

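The tests of sequencing depth, of RNA integrity and of reads shared with miR159 were chosen only after the result they concern was seen. Under salinity the miRNA share of genome-mapped reads fell to 13.3% from 39.5%. Sequencing depth and RNA quality argue little for it, since the salinity libraries had 0.977 times the mapped reads of the control and a mean integrity number 0.0667 higher (8.8 ± 0.1 against 8.73 ± 0.289). The loss of a few abundant miRNAs was not the source either, since without the 5 most abundant sequences the share was still 0.301 times that of the control (1.32 ± 0.366% against 4.38 ± 0.0864%). A candidate explanation is that salinity lowers miRNAs as a class or raises other small RNAs. The libraries alone cannot separate these 2, since they lack a reference of known amount. The paper's blots, with U6 as control, showed miR157, miR162 and miR775 increased under salinity. By genome-mapped reads miR157a-5p,b-5p,c-5p, miR162a-3p,b-3p and miR775 were at -1.30, -1.15 and -0.73, the opposite direction. The blots thus did not show a fall for these 3, and 3 selected miRNAs do not decide it for the class.

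After 6 h of heat 6 of the 9 fallen miRNAs were stars by read rank, in the unpaired fit (7 lower stars among 19 calls with the libraries paired by number), and miR160a-3p and miR171b-5p, opposite the known regulators, count as guides in it. Among 15 stars with 100 or more reads the median log2 fold change was -0.014 (95% interval -1.39 to 0.54), and 8 of them were below 0. Against other sequences matched on mean reads, the 37 stars differed in the unpaired fit by a median of -0.0523 (95% interval -0.60 to 0.26, permutation p = 0.695). With intervals this wide, low read numbers and a fall of all rare sequences cannot be told apart from a loss of stars in heat, and the falls of single stars need not form 1 pattern. No biological explanation was tested.

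miR319a,b was called higher under salinity, without copper, under copper excess (in the unpaired fit only) and with cadmium, always against the same controls. A single low control library does not carry the rises, since the lowest log2 fold change over the 4 comparisons with 1 control library left out was 1.27. The longest run of bases that miR319a,b shares with a miR159 sequence was 13, below the 17 nt a read had to have. That length was required before trimming, and unmatched reads were trimmed at both ends for another attempt. Reads of the related miR159 family were therefore not excluded as a source. A response of miR319a,b to salt and metals stays as a hypothesis, found and tested on the same libraries. The low read number of the control, a mean of 9.33, limits the size of the estimate.

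A test of the difference itself set severe apart from mild drought for 6 miRNAs, as a difference of log2 fold changes: miR160a-3p (-2.03), miR396b-3p (-1.44), miR408-3p (1.30), miR164c-5p (1.69), miR159a (1.80) and miR866-5p (3.10). The same kind of test set 6 h apart from 0.5 h of heat for 5: miR167a-3p (-3.31), miR160c-3p (-3.02), miR160a-3p (-3.01), miR165a-5p (-2.54) and miR166a-5p,b-5p (-2.28). The rest stood out because they were called higher and are absent from the paper's table for that stress: miR156h after 6 h of heat (2.28), miR773a (1.14), miR398b-5p,c-5p (1.33), miR391-3p (1.39), miR156f-3p (1.57) and miR398b-3p,c-3p (1.74) under salinity, miR168a-5p,b-5p (0.48) and miR408-5p (0.51) without copper, and miR843 (0.53), miR156b-3p (0.60), miR159a (0.79) and miR396a-3p (0.98) with cadmium. The paper prints only the most changed miRNAs for salinity, copper and cadmium and gives further ones in its supplement. Its own test also called 17 of the 17 edgeR calls in Cu- and 17 of the 18 in Cd+. In NaCl+ it called 42 of the 52, and in H6 8 of the 11. Absence from a printed table is therefore not absence from the paper's results. No explanation was tested for the single values named here.

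Other splits of the same 6 libraries into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real count, the highest count of another split and the number of splits with a count as large, the real one included, were as follows: D30, 1, 1 and 2; D20, 33, 0 and 1; H0.5, 2, 9 and 3; H6, 11, 0 and 1; NaCl+, 52, 0 and 1; Cu-, 17, 3 and 1; Cu+, 2, 0 and 1; Cd+, 18, 0 and 1; S-, 0, 1 and 10; 6 h against 0.5 h of heat, 5, 8 and 2; Cu- against Cu+, 0, 4 and 10. For the difference between the drought levels, 7 of 100 splits gave 6 or more calls, the highest 18, so chance was not excluded for that count. In H0.5 and in 6 h against 0.5 h of heat another split called more miRNAs than the real one.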

How the results depend on the processing

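With 3 libraries per group, the spread between replicates and the read number set the limit. In simulated counts the heat comparisons found 10% to 12% of 2-fold and 69.5% to 74% of 4-fold changes, and the others 54.5% to 70% and 90% to 96%. The calls of salinity (52) and the lower miRNA share under salinity kept their size and side when single libraries were left out (45 to 59 calls, share ratio 0.295 to 0.382), and so did the count of 0 for sulfur deficiency. The share ratios kept their direction with all reads as the base. The positive rho of severe drought (0.238 to 0.323 without 1 library) kept its side in every setting run. Of 136 called values of named miRNAs, 126 stayed called with RLE scaling, 116 with total miRNA counts, 118 with DESeq2, 113 without the read filter, 105 in a joint fit and 96 with genome-mapped reads, and none of them turned except 14 under the last. Over all omissions 500 of 813 stayed called and 0 turned. For the changes below the cause was not tested, except that an omission leaves fewer libraries and an unadjusted p a looser threshold.

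Beside the counts of 1 (D30), 33 (D20), 2 (H0.5), 11 (H6), 52 (NaCl+), 17 (Cu-), 2 (Cu+), 18 (Cd+), 0 (S-), 5 (6 h against 0.5 h of heat), 0 (Cu- against Cu+) and 6 (the difference between the drought levels), other settings gave the following numbers of calls. Without the read filter they were 3 for D30 and 8 for 6 h against 0.5 h of heat, with DESeq2 4 for D30, 6 for H0.5, 4 for Cu+, 12 for 6 h against 0.5 h of heat, 2 for Cu- against Cu+ and 21 for the difference between the drought levels, with RLE scaling 11 for Cu- and 14 for the difference between the drought levels, with total miRNA counts 0 for Cu+, with genome-mapped reads 117 for NaCl+, and in a joint fit 0 for D30, 6 for Cu- and 2 for Cd+. The paper's test gave 28 for D30, 59 for D20, 29 for H0.5, 27 for H6, 46 for Cu-, 23 for Cu+, 39 for Cd+ and 15 for S-, and an unadjusted p of 0.05 or less 25 for D30, 57 for D20, 20 for H0.5, 19 for H6, 50 for Cu-, 20 for Cu+, 41 for Cd+ and 8 for S-. The paper's test with p rounded to 2 decimals, chosen after seeing the data, gave 32 for D30, 59 for D20, 30 for H0.5, 29 for H6, 49 for Cu-, 26 for Cu+, 40 for Cd+ and 19 for S-. Stars among the calls numbered 7 for D30, 9 for H0.5, 15 for H6, 7 for Cu-, 3 for Cu+ and 3 for S- by the paper's test, against 0, 1, 7, 3, 0 and 0 by edgeR. The calls shared by Cu- and Cu+ were 0 with total miRNA counts and 12 by the paper's test, against 2. miRNAs called in 4 or more stresses were 0 with total miRNA counts, 0 with genome-mapped reads, 19 by the paper's test and 4 with DESeq2, against 2. Gene-set results past the threshold were 16 of 164 with the fixed and 1 with the estimated correlation, and 17 with either other scaling. Calls of the paper's test with a mean under 10 reads in both groups were 62, and under 5 reads 37.

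For rho, judged here by the unadjusted permutation p, a minimum of 100 reads gave 0.092 in mild drought (permutation p = 0.317), which ended the relation. At 0.5 h of heat it gave 0.176 (permutation p = 0.0465), which brought p under 0.05. Sequences of a single precursor gave -0.126 without sulfur (permutation p = 0.179). There the permutation p over all pairs was 0.0425 and no relation had held after adjustment (adjusted p = 0.127). The results that stayed within 1.5 times or on the same side numbered 10 with RLE scaling, 31 with total miRNA counts, 14 with genome-mapped reads, 13 without the filter, 8 with DESeq2, 6 in the joint fit, 5 with the paper's test, 7 with 100 reads, 9 with guide and unpaired sequences and 8 with single precursors. The miRNA share over all reads kept all 9 ratios.

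Under salinity 21 named miRNAs with a higher value turned lower when scaled by genome-mapped reads: miR156a-3p -0.42, miR156b-3p -0.36, miR156c-3p -0.98, miR157a-5p,b-5p,c-5p -1.30, miR159a -0.48, miR162a-3p,b-3p -1.15, miR171a-3p -0.54, miR171b-3p,c-3p -0.0715, miR2111a-5p,b-5p -0.33, miR391-3p -0.13, miR398b-5p,c-5p -0.13, miR4228-3p -0.68, miR447a.2-3p -0.39, miR447c-5p -0.15, miR5653 -0.92, miR773a -0.33, miR775 -0.73, miR823 -0.15, miR824-3p -0.15, miR843 -0.94 and miR850 -0.95. Not all of these values were called lower, for example miR171b-3p,c-3p (edgeR's adjusted p = 0.854). By its construction this scaling takes the lower miRNA share into every miRNA, and it moved the median by -1.44.

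Leaving out 1 library at a time moved the counts to these ranges, with the library and its replicate number where the count moved by over 1.5 times: D30 0 to 5 (0 without D30 1 or D30 3, 2 without C30 1, 5 without C30 2); D20 7 to 44 (7 without D20 2 or D20 3, 20 without C20 3); H0.5 1 to 5 (1 without H0 1 or H0.5 1 or H0.5 2, 5 without H0 2); H6 0 to 12 (0 without H6 3, 5 without H0 3, 6 without H0 1 or H6 1); Cu- 0 to 17 (0 without Cu- 3, 2 without C 1, 3 without C 2 or Cu- 1, 7 without C 3); Cu+ 0 to 2 (0 without C 1 or C 3 or Cu+ 3, 1 without C 2); Cd+ 2 to 24 (2 without C 1 or Cd+ 2, 4 without Cd+ 3, 8 without Cd+ 1); 6 h against 0.5 h of heat 3 to 6 (3 without H6 2 or H6 3); Cu- against Cu+ 0 to 2 (2 without Cu- 2); the difference between the drought levels 2 to 14 (2 without D20 3, 3 without C30 3 or C20 2, 14 without D20 1). Stars among the calls ranged 0 to 1 for D30, 2 to 11 for D20, 0 to 2 for H0.5, 0 to 6 for H6, 0 to 5 for Cu-, 0 to 1 for Cu+ and 1 to 6 for Cd+, and rho 0.0345 to 0.193 at 0.5 h and -0.139 to -0.0212 at 6 h of heat. Where a group kept 2 libraries, edgeR took the spread from the libraries left.

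A fit with the replicate number as a block called 19 for H6 and 0 for Cu+, where the numbers were taken to pair the libraries. It changed no gene-set call there and no call at a claim other than those printed beside the results. The counts of precursor pairs of H6 and Cu+ were not repeated with it and would change. Where the libraries share only a number, the block gave 4 for D30, 27 for D20, 2 for H0.5, 57 for NaCl+, 0 for Cu-, 8 for Cd+, 0 for S-, 0 for 6 h against 0.5 h of heat, 0 for Cu- against Cu+ and 5 for the difference between the drought levels. Same-numbered libraries there had correlations of 0.357, 0.253 and -0.0543 (D30), -0.0387, 0.173 and -0.0501 (D20), 0.521, 0.642 and -0.184 (H0.5), -0.034, 0.0482 and 0.176 (NaCl+), -0.347, -0.476 and 0.0384 (Cu-), -0.136, -0.251 and -0.0758 (Cd+), 0.299, -0.0359 and -0.0475 (S-), 0.458, 0.667 and -0.351 (6 h against 0.5 h of heat) and -0.238, -0.561 and 0.0491 (Cu- against Cu+). As a hint from the data, the libraries that correlated best with their own number were 5 of 6 for H6 and 6 of 6 for Cu+ and 3, 2, 3, 3, 1, 0, 2, 3 and 0 for the others in that order.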

Differences from the paper's values

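By the paper's test at its threshold of 0.05, 3 miRNA names were higher without sulfur, where the paper shows about 10 in Fig. 1, read by eye. With p rounded to 2 decimals before the threshold, which was chosen after seeing the values, the number was 10, and this rounding drops 0 of the 246 entries of the paper's tables of changed miRNAs. No alternative set before the data were examined applies to this number, since it already uses the paper's test.

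The paper tabulates how pri-miRNA and mature miRNA relate. Recounted from the authors' RT-qPCR table and the paper's test, both at 0.05, these counts differed from the paper's, each followed by the count with p rounded to 2 decimals, a setting chosen after seeing the values: raised pri-miRNA with lowered miRNA, 1 against the paper's 2 for D30 (not closed at 1) and 2 against the paper's 1 for Cd+ (not closed at 2); unchanged pri-miRNA with raised miRNA, 2 against the paper's 4 for H0.5 (closed at 4) and 3 against the paper's 5 for S- (closed at 5); lowered pri-miRNA with raised miRNA, 0 against the paper's 5 for D30 (not closed at 1) and 0 against the paper's 1 for H6 (not closed at 0); lowered pri-miRNA with unchanged miRNA, 10 against the paper's 6 for H6 (not closed at 10); both lowered, 4 against the paper's 7 for D30 (not closed at 4), 3 against the paper's 1 for H6 (not closed at 3) and 0 against the paper's 1 for Cu+ (closed at 1); both raised, 3 against the paper's 1 for D30 (not closed at 3), 2 against the paper's 1 for H6 (not closed at 2) and 0 against the paper's 2 for S- (closed at 2). No alternative set before the data were examined applies to these counts. The rounding drops 0 of the paper's 246 table entries, of which 219 pass 0.05 exactly and 244 after rounding.

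Of the fold changes in the paper's tables, 251 of 251 lay within 1.5 times the ratios of mean CPM, and 201 of 201 within 1.5 times or 1 SE of edgeR's value. The direction was opposite for 0 of the former and 5 of the latter, all 5 at 0.5 h of heat, among them miR403-3p, where edgeR gave a log2 fold change of 0.04, SE 0.17, adjusted p = 0.981 and the paper a fold change of 0.78, and miR472-3p, with 0.24, SE 0.21, adjusted p = 0.792 and the paper's 0.9. edgeR called none of the 5. With adjustment for the number of miRNAs, edgeR called fewer of the sequences the paper tabulates as changed. Called among those tested were 1 of 12 in D30, 21 of 35 in D20, 2 of 26 in H0.5, 8 of 22 in H6, 39 of 50 in NaCl+, 13 of 15 in Cu-, 2 of 8 in Cu+, 9 of 11 in Cd+ and 0 of 4 in S-. Of the 151 entries edgeR did not call or could not test, other settings called 127 (the paper's test), 149 (the same with rounded p), 39 (unadjusted p), 15 (DESeq2), 15 (a joint fit), 15 (genome-mapped reads), 11 (total miRNA counts), 7 (no read filter), 4 (RLE scaling), 8 (replicate block) and 21 (leaving out at least 1 of the libraries).

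The paper describes miR400 as decreased in every seedling stress. edgeR called its fall in Cu- and Cd+ only, and after 6 h of heat miR400 was at 0.13 (SE 0.36, adjusted p = 0.96). Scaled by genome-mapped reads, miR400 was also called under salinity, at -1.78. The paper describes miR319b.2 as raised by the copper, cadmium and sulfur treatments and lowered by heat. Among these it was called in Cu- and not in Cu+ (0.11, SE 0.15, adjusted p = 0.732), Cd+ (0.28, SE 0.16, adjusted p = 0.31) or S- (0.34, SE 0.11, adjusted p = 0.629), where all 3 values were above 0. In heat it was called at 6 h with DESeq2 and by the paper's test at both times (the paper's test, p = 0.0243 and 0.000824), and by that test also in S- (p = 0.0272). The paper lists miR165, miR166, miR319 and miR400 as responding to lack and to excess of copper. Under excess edgeR called miR319a,b of these, and the paper's test gave p = 0.122 for miR165a-3p,b, p = 0.135 for miR166a-3p,b-3p,c,d,e-3p,f,g and p = 0.0538 for miR400, which passes after rounding to 2 decimals. An unadjusted edgeR p passed 0.05 for miR165a-3p,b and miR166a-3p,b-3p,c,d,e-3p,f,g.

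The paper's text calls increases predominant in drought. In severe drought edgeR gave 15 higher and 18 lower, while total miRNA counts gave 22 and 13 and the paper's test 43 and 16 (58 and 19 names). The paper's text treats the numbers of lowered miRNAs in mild and severe drought as about equal. edgeR gave 0 and 18, with 2 in severe drought when D20 replicate 2 or 3 was left out. The paper's test gave 11 and 16 sequences, and counted as miRNA names, the paper's unit, 17 and 19, which match the paper's statement. The paper holds that copper deficiency gave the largest number of responses among metals. edgeR called 17 for copper deficiency and 18 for cadmium, and the paper's test 46 and 39. The paper puts the part of salt-responsive miRNAs that also respond to drought near 0.5. It was 40.4% with edgeR, 46.5% by the paper's test and 15.4% with genome-mapped reads.

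The paper reports an induction of miR395 without sulfur and a rise of miR157 and miR162 under salinity. miR395a,d,e was above control in S- without a call (the paper's test, p = 0.0534, which passes after rounding to 2 decimals). miR157a-5p,b-5p,c-5p was called higher with total miRNA counts, and by the paper's test only after rounding (the paper's test, p = 0.0536). For miR162a-3p,b-3p only the paper's test with p rounded to 2 decimals called a rise, from an unrounded p just under 0.055 by the paper's test. For miR775, also reported as raised by salt, the paper's test (p = 0.0422), total miRNA counts, a joint fit and the fit without NaCl+ replicate 3 called the rise. The paper also tabulates miR395 as raised in severe drought. miR395a,d,e was called with DESeq2, a joint fit of all libraries, scaling by genome-mapped reads, no read filter and total-count scaling (adjusted p as low as 0.0308) and without C20 replicate 1 (1.74, adjusted p = 0.0309), and miR395b,c,f was called with a joint fit of all libraries (adjusted p = 0.0399) and without C20 replicate 3 (2.40, adjusted p = 0.0296). The paper reports miR164 as raised with cadmium, without a significant change in sequencing, and here it was at 0.04, SE 0.15, adjusted p = 0.935 and called by no setting. For miR173 without sulfur the paper names the change in sequencing as not significant, while the paper's test gave p = 0.0221 for miR173-5p. The paper reports miR5655 as raised in mild drought, which the paper's test called (p = 0.00846) and edgeR did not. The paper reports mapping of 97–98% for each sample, and the libraries ranged from 91.9 to 99.1%.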

Other observations

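Severe drought also lowered miR161.1, which targets PPR transcripts, and miR472-5p, the partner strand of an NB-LRR regulator, both absent from the paper's table for drought. That table shows the most changed miRNAs only, and the paper's test also called 30 of the 33 edgeR calls. miR161.1 changed by -0.74 (SE 0.15, adjusted p = 0.0132) and miR472-5p by -0.65 (SE 0.15, adjusted p = 0.0173), by edgeR's quasi-likelihood test, with 2 of 6 tested strands of the miR161, miR400, miR472 and miR825 hairpins lower (camera adjusted p = 0.213 with a fixed correlation and adjusted p = 0.571 with an estimated correlation). The most abundant SPL repressor, miR157a-5p,b-5p,c-5p, changed by -0.42 (SE 0.10, adjusted p = 0.0166), and miR829-3p.1 by -0.85 (SE 0.20, adjusted p = 0.0188). The flavonoid MYB regulators miR858a and miR858b were higher at 1.32 (SE 0.42, adjusted p = 0.0691) and 0.98 (SE 0.41, adjusted p = 0.137), without a call over all miRNAs and with 2 of 2 called adjusted over the list alone (camera adjusted p = 0.165 with a fixed correlation and adjusted p = 0.571 with an estimated correlation). edgeR's test no longer called miR161.1 in 4 of 6 fits without 1 library (adjusted p up to 0.122), miR472-5p in 4 of 6 fits without 1 library (adjusted p up to 0.185) and with total-count scaling, scaling by genome-mapped reads, no read filter and DESeq2 (adjusted p up to 0.134), miR157a-5p,b-5p,c-5p when any 1 library was omitted (adjusted p up to 0.389) and with RLE scaling, total-count scaling, scaling by genome-mapped reads, no read filter, DESeq2 and a joint fit of all libraries (adjusted p up to 0.426) and miR829-3p.1 in 5 of 6 fits without 1 library (adjusted p up to 0.11) and with total-count scaling (adjusted p = 0.104). miR858a was called with DESeq2, RLE scaling, a joint fit of all libraries, scaling by genome-mapped reads and no read filter (adjusted p as low as 0.0252) and without C20 replicate 1 (1.87, adjusted p = 0.0165). miR858b was called without C20 replicate 1 (1.47, adjusted p = 0.0421).

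Salinity lowered single members of other families that the paper's table for salinity does not list. That table shows the most changed miRNAs only, and the paper's test also called 42 of the 52 edgeR calls. miR158b changed by -0.88 (SE 0.27, adjusted p = 0.024), miR848 by -0.87 (SE 0.31, adjusted p = 0.0477), the TAS3 trigger miR390a-5p,b-5p by -0.78 (SE 0.25, adjusted p = 0.0273), the NAC regulator miR164c-5p by -0.77 (SE 0.25, adjusted p = 0.0348) and miR161.1 by -0.68 (SE 0.24, adjusted p = 0.0495), by edgeR's quasi-likelihood test. Adjusted p passed 0.05 for miR158b without NaCl+ replicate 2 (adjusted p = 0.0845), miR848 in 5 of 6 fits without 1 library (adjusted p up to 0.221) and with total-count scaling and no read filter (adjusted p up to 0.0813), miR390a-5p,b-5p without C replicate 2 or NaCl+ replicate 1 (adjusted p up to 0.132) and with total-count scaling and no read filter (adjusted p up to 0.0738), miR164c-5p in 4 of 6 fits without 1 library (adjusted p up to 0.147) and with total-count scaling and no read filter (adjusted p up to 0.0802) and miR161.1 without C replicates 1 or 2 or NaCl+ replicate 3 (adjusted p up to 0.0979). Of 156 tested miRNAs 137 lay below 0 when scaled by genome-mapped reads, with a median log2 fold change of -1.33.

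The ABA-linked miR842, miR846 and miR394 gave no set result (camera adjusted p between 0.354 and 0.984 with a fixed correlation over the 9 comparisons), with 1 of 3 higher in severe drought and 1 of 3 lower with cadmium. By exact match to the genome, the only sequence inside another annotated RNA was miR8176, which lies in a snoRNA and was tested under salinity only. An RNA with bases added after transcription could escape an exact match, so fragments of other RNAs were not excluded for the rest. Past the adjusted threshold with a fixed correlation were 16 of 164 set results over the 9 comparisons. The 4 most abundant sequences held 30.8% (miR157a-5p,b-5p,c-5p), 23.7% (miR156a-5p,b-5p,c-5p,d-5p,e,f-5p), 19.2% (miR167a-5p,b) and 8.59% (miR166a-3p,b-3p,c,d,e-3p,f,g) of all miRNA reads. By the paper's test 337 calls were made over the 9 comparisons, of which 62 (18.4%) had a mean under 10 reads in both groups, 119 were also called by edgeR and 65 had too few reads for its filter.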
